# Chromosomal Instability Causes Sensitivity to Polyamines and One-Carbon Metabolism

**DOI:** 10.3390/metabo13050642

**Published:** 2023-05-09

**Authors:** Anowarul Islam, Zeeshan Shaukat, David L. Newman, Rashid Hussain, Michael G. Ricos, Leanne Dibbens, Stephen L. Gregory

**Keywords:** s-adenosyl methionine, spermine, genomic instability, reactive oxygen species (ROS), *Drosophila*, autophagy

## Abstract

Aneuploidy, or having a disrupted genome, is an aberration commonly found in tumours but rare in normal tissues. It gives rise to proteotoxic stress as well as a stereotypical oxidative shift, which makes these cells sensitive to internal and environmental stresses. Using *Drosophila* as a model, we investigated the changes in transcription in response to ongoing changes to ploidy (chromosomal instability, CIN). We noticed changes in genes affecting one-carbon metabolism, specifically those affecting the production and use of s-adenosyl methionine (SAM). The depletion of several of these genes has led to cell death by apoptosis in CIN cells but not in normal proliferating cells. We found that CIN cells are particularly sensitive to SAM metabolism at least partly because of its role in generating polyamines. Feeding animals spermine was seen to rescue the cell death caused by the loss of SAM synthase in CIN tissues. The loss of polyamines led to decreased rates of autophagy and sensitivity to reactive oxygen species (ROS), which we have shown to contribute significantly to cell death in CIN cells. These findings suggest that a well-tolerated metabolic intervention such as polyamine inhibition has the potential to target CIN tumours via a relatively well-characterised mechanism.

## 1. Introduction

Chromosomal instability (CIN) refers to karyotype variation that occurs over time, mainly due to a lack of mitotic fidelity [1]. It causes aneuploidy, which is characterised by a deviation from a normal chromosomal number, with either a gain or loss of DNA. CIN is a frequent characteristic of human tumours that causes increasing genetic variation, which has been linked to tumour evolution, medication resistance, and poor prognosis in CIN cancer patients [2]. Aneuploidy is a common hallmark of advanced malignancies, with chromosomal abnormalities detectable in more than 80% of solid tumours [3]. We and others have suggested that because CIN is a cancer-specific trait, it could be a good target for chemotherapy [4,5,6,7]. The process by which CIN is acquired by cancer cells, as well as how it impacts the tolerance of and response to cellular and environmental stressors, are therefore important research goals.

Because CIN cells are genetically varied if not unique, identifying a conserved feature of CIN cells as a prospective target is challenging. However, CIN, and aneuploidy itself, is a common tumour specific phenotype that allows the prospect of tumour specific therapies. To achieve this, it will be necessary to identify the characteristics of aneuploid cells that remain constant regardless of which DNA has been gained or lost. Specifically, we aim to identify what gene expression profiles are essential for the survival of CIN cells, but not normal cells, so that the expression of these genes may become future therapeutic targets.

To find genes that can be depleted to kill CIN cells without affecting normal proliferating cells, we used *Drosophila* to produce CIN in a genetically homogeneous population of cells in vivo [7,8,9]. By weakening the spindle checkpoint using *mad*2-RNAi, we were able to induce CIN. This shortens mitosis and leaves less time for any chromosome misorientation to be corrected during metaphase [10], leading to a considerably higher rate of chromosome segregation errors or CIN [7]. In this flat proliferating epithelium, we typically obtain an average of 25% of mitoses showing an anaphase error without inducing excessive cell death [2]. Using this CIN model system, we have identified several signalling pathways that show promise for therapeutic intervention, particularly metabolic pathways [8,9,11,12].

CIN is sensitive to several processes including proteostasis, redox balance, autophagy, and metabolism [5,8,9,11,13]. CIN induction results in metabolic stress sensitivity [8]. CIN cells are already dealing with high levels of stress, so a small metabolic change that does not harm normal cells can produce large levels of oxidative stress and, ultimately, cell death [8]. For example, metabolic changes that cause decreased NAD+ and more reactive oxygen species (ROS) in aneuploid cells strongly impact their survival [11]. Oxidative stress occurs in response to aneuploidy in all eukaryotes that have been tested, including yeast, plants, *Drosophila*, mice, and humans [11,14]. Previous research has shown an increase in repair mechanisms [9], autophagy [5], and antioxidant levels [8] in response to aneuploidy, which are required to tolerate the deleterious effects of aneuploidy. The induction of aneuploidy increases cells’ metabolic rates, making them vulnerable to oxidative stress so they show DNA damage and apoptosis in response to metabolic challenges that do not damage normal cells [8]. Moreover, aneuploid cells are metabolically different, with overactive mitochondria giving elevated ROS levels [8], which causes damage to macromolecules, resulting in protein-folding defects and ER stress [15]. It has been observed that increased chaperone levels and ER stress markers in aneuploid cells are dependent on ROS levels.

Currently, the mechanisms that regulate the change in metabolism in response to aneuploidy are unclear. Moreover, several aneuploidy-responsive processes, such as autophagy, redox stress, and proteostasis, are too broad to be good therapeutic targets. Therefore, our purpose was to find specific genes/metabolic targets that can be used to kill CIN cells without affecting the normal cells. 

We carried out RNA sequencing to find the genes or metabolic pathways that were altered in normal cells when we induced CIN. We found that the expression of one-carbon and polyamine metabolic genes is significantly upregulated in chromosomal instability (CIN) cells. We aimed to unravel the causal links between aneuploidy and these failures of homoeostasis caused by CIN and its consequences. We investigated the role of autophagy and ROS in mediating one-carbon sensitivity in CIN cells. Moreover, we saw an unexpectedly significant rescue of CIN cells with disruption to their one-carbon metabolism simply by feeding additional polyamines in the diet. 

Overall, our findings suggest that CIN cells are sensitive to one-carbon and polyamine metabolism and that targeting these pathways may represent a promising approach for the development of new strategies for treating and preventing diseases associated with chromosomal instability.

## 2. Materials and Methods

### 2.1. RNA-Seq

Total RNA was extracted from third instar larval tissue using RNEasy Plus minipreps (Qiagen). Six preps using approximately fifteen animals each were generated for each genotype, CIN (*mad*2^EY^/Df(3L)BSC438) vs. non-CIN (*mad*2^EY/+^), and sent for sequencing (150 bp paired end on NovaSeq using Illumina rRNA-depleted TrueSeq libraries). Analysis was carried out using CLC Genomics Workbench 20 (Qiagen). Approximately 40 M sequences per sample were trimmed for adapters, and reads below 15 bp were discarded before mapping to Drosophila genome BDGP6.22.98. The sequences have all been deposited in GEO (accession number GSE231601). The parameters used were default conditions: both strands; no global alignment; max. 10 hits per read; paired reads count as one. An average of 91.4% of reads were mapped in pairs, and 76.2% of reads were in annotated genes. 

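Single splice variants in CIN and non-CIN animals were compared on the authors' RPKM, reads scaled to transcript length and library depth, which the transcript table gives for all 11 libraries. Of 20785 transcripts with a mean of at least 0.5 RPKM, 209 were higher and 1670 lower in CIN animals (limma with a trend on log2(RPKM + 0.5), adjusted p under 0.05). They belong to 1385 genes, and 874 of them come from genes that also passed at the gene level. The single transcript of mad2 was at 1.78 ± 0.195 RPKM (SD, n = 5) in CIN and 5.35 ± 0.831 RPKM (SD, n = 6) in non-CIN, a log2 fold change on this scale of -1.35 (standard error 0.13, adjusted p = 4.1e-04 from limma). That of Gnmt, the glycine methyltransferase, was at 51.9 ± 7.76 RPKM (SD, n = 5) and 24.6 ± 11.9 RPKM (SD, n = 6), at 1.15 (standard error 0.25, adjusted p = 0.0264 from limma). The main transcript of the cystathionine lyase Eip55E, Eip55E_1, was at 0.65 (standard error 0.17, adjusted p = 0.0403) and that of the SAM decarboxylase SamDC at 0.21 (standard error 0.15, adjusted p = 0.428). A fold change on this scale understates the change of low transcripts. RPKM carry no scaling for the makeup of the libraries. Their median log2 fold change over all tested transcripts is -0.17, and after division by the TMM factors of the gene counts it is 0.04, with 340 transcripts higher and 586 lower (36.7% higher in place of 11.1%). By edgeR on counts, recovered from RPKM for CIN 1 and CIN 2, 162 were higher and 78 lower (67.5% higher). Gnmt_1 lost its call without CIN 2, CIN 5, non-CIN 2, non-CIN 4 or non-CIN 5 (adjusted p of at most 0.0665) and Eip55E_1 without any single library except CIN 1 and non-CIN 1 (at most 0.0934). Gnmt_1 also lost it by edgeR on the recovered counts (adjusted p = 0.0615) and on the 9 libraries with counts (adjusted p = 0.0990), and Eip55E_1 without the RPKM filter (adjusted p = 0.0521). With the replicate number as a block, though the design states no pairing, both did (limma, adjusted p = 0.130). With the testis score in the model Gnmt_1 was at 0.75 (adjusted p = 1.00), Eip55E_1 at 0.67 (adjusted p = 0.941) and mad2_1 at -1.14 (adjusted p = 0.0836). The count was 170 without CIN 2, 192 without CIN 5, 270, 853, 188 and 165 without non-CIN 2, 3, 4 and 5, and 13 with the testis score of the libraries, a median over testis germline genes, in the model.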

Gene expression changes between CIN and non-CIN samples were quantified in Workbench both for whole genes (GE) and for individual splice variants (TE) and ranked by fold change following an FDR *p* value cutoff of 0.05 (Supplementary Table S1). One sample from each genotype was discarded during quality control. The heat map was generated using the average Manhattan distances between clusters, which were filtered using a minimum FDR *p* value of 0.05 and a minimum fold change of 1.5. Gene ontologies of groups significantly enriched or depleted in the CIN genotype were compared using modEnrichr [16]. 

### 2.2. Drosophila Stocks

Stocks were obtained from the Bloomington Stock Center unless otherwise indicated. For the cell death assays in Supplementary Figures S1 and S2, the following stocks were used: *engrailed*-Gal4 (30564), UAS-*mad*2^RNAi^ (VDRC 47918), UAS-*Sam-s*^RNAi^ (29415), UAS-*spds*^RNAi^ (56011), UAS-*sms*^RNAi^ (52924), UAS-*Gnmt*^RNAi^ (53282), UAS-*Ahcy*^RNAi^ (51477), UAS-*Odc*1^RNAi^ (64498), UAS-*PAOX*^RNAi^ (36904), UAS-*Met-s*^RNAi^ (43986), UAS-*Cbs*^RNAi^ (43986), UAS-*Eip*55*E*^RNAi^ (36766), UAS-*SAMdc*^RNAi^ (VDRC 101753), and Df(3L)BSC438 (24942). For the autophagy assays, the following stocks were used: UAS-*Atg*1^RNAi^ (26731), UAS-*mTor*^RNAi^ (33951-scute removed), and UAS-*Atg*18*a*^RNAi^ (34714).

### 2.3. Acridine Orange Staining

The extent of cell death in the engrailed induced third instar larval wing discs was determined using acridine orange (Invitrogen). Wing discs were dissected in PBS from third instar larvae and then stained for 2 min in a 1 μM acridine orange solution, rinsed briefly, mounted, and imaged in PBS. The stain was normalised using ImageJ software by subtracting the average acridine orange signal in the wild type anterior compartment from the average acridine orange signal in the engrailed Gal4-induced mutant posterior compartment (marked with mCD8-GFP). Subtracting the background, a rolling ball radius of 10 pixels or 50 pixels was used [17]. Multiple experiments were carried out, and reproducibility was confirmed by *t*-tests before grouping data.

### 2.4. Immunostaining

In this work, we used our lab’s usual immunostaining procedure [13]. Wing discs were dissected in PBS, fixed in 3.7 percent formaldehyde for 20 min, blocked in PBS plus 0.2 percent Tween-20, and then incubated with primary antibodies overnight at 4 °C. Before and after secondary antibodies were applied, discs were rinsed in PBSTw for 2 h at room temperature. Then, discs were mounted in 80 percent glycerol. All of the images are of larval wing discs in the third instar. The antibodies utilised in this research are listed below: Rabbit anti-DCP-1 (D175, 1:100) is the main antibody (cell signalling). The secondary antibody is rabbit-specific CY3 (1:200). In order to normalise the DCP-1 labelling, the average signal in the wild-type anterior compartment was subtracted from the average signal in the engrailed Gal4-driven mutant posterior compartment (marked with mCD8-GFP). 

### 2.5. Image Data Analysis and Statistics

More information on background subtraction for DCP-1, acridine orange staining, and normalizing the signal from half wing discs to account for variations in staining intensity can be found in [8,12]. GraphPad Prism was utilised for statistical analysis, and ImageJ was used for quantification. The difference in means was calculated using two-tailed t tests with Welsh’s correction, and all error bars indicated 95 percent confidence intervals for the mean. In cases in which multiple comparisons were needed, Dunnett’s T3 method was used, comparing samples to the negative control. 

### 2.6. Drug Treatments

Unless otherwise specified, drugs were purchased from Sigma. Drugs were mixed with common fly food for larvae (water, molasses, yeast, glucose, acid mix, agar, semolina, and Tegosept), and when the mixture solidified, they were administered to the host fly. The medications utilised were N-acetylcysteine amide (NACA) 80 µg/mL, spermine 0.1 mM, and spermidine 0.1 mM and 1 mM. 

### 2.7. ROS Detection and Quantification

As stated, ROS detection was carried out [18]. Briefly, 1 mg of DHE was dissolved in 100 μL DMSO and diluted in Schneider’s medium (SM) before use. The wing discs of dissected larvae were treated with 30 μM DHE in the dark for 15 min after being placed in SM at room temperature. Wing discs were promptly mounted on glass slides with VECTASHIELD Antifade Mounting Medium after being cleaned with PBS four times (Vector Laboratories). Imaging was completed within 4 h.

## 3. Results

### 3.1. The Expression of One-Carbon Metabolism Genes Was Affected by Chromosomal Instability (CIN) and Affected CIN Tolerance 

To find new metabolic pathways altered in response to CIN, we carried out *RNA-Seq* in animals in which CIN had been induced by *mad*2 mutations. 

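Total RNA came from larval tissue of the third instar, in pools of about 15 animals, and was sequenced after removal of ribosomal RNA. The paper does not say which tissue was taken. CIN animals carried the mad2 EY allele, an insertion, over a deficiency. Non-CIN animals carried the same allele, over TM6, a balancer of chromosome 3, in the sample labels and the paper's figure legend (as TM6b) and over + in its methods. The paper names the deficiency Df(3L)BSC438 in its methods and Df(2R)BSC438 in the figure legend, while its number in the sample labels differs between the libraries. The values come from 5 CIN and 6 non-CIN libraries, each from a separate pool. The paper states that a sample of each genotype was discarded, and the authors' mean values in the gene table equal the means over these 5 and 6 libraries within 1% for all 13926 genes. The authors trimmed the reads and mapped them to genome BDGP6 in CLC Genomics Workbench 20, where paired reads were counted as 1. The paper gives about 40 M sequences per sample. The values here use the counts assigned to genes, which total 17557143 to 22276308 in the CIN libraries (median 19342417) and 17138702 to 22568160 in the non-CIN libraries (median 18818493.5). The 50 most abundant genes of each library took 28.8% to 32.9% of the counts in CIN and 23.2% to 28.2% in non-CIN. Genes with too few counts were left out (filterByExpr of edgeR, minimum count 10), libraries were scaled by TMM, and the genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM (counts scaled to library depth) after this scaling, with the SD over libraries. The library names fall into a set with the word Cat (3 CIN and 3 non-CIN) and a set without it (2 CIN and 3 non-CIN), which the text does not explain. In the set with Cat the CIN names leave out the deficiency and the non-CIN names leave out mad2. Genotype was taken from the sample labels in both sets, and whether the sets also differ in genotype cannot be told. The comparison was therefore also made within each set. No libraries were identical, and all pairs within a genotype differed by more than counting noise.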

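In CIN animals 711 genes were higher and 1113 were lower, of 12140 genes tested. The mutated gene, mad2 (FBgn0035640, chromosome 3L, 5812135 to 5813093), a component of the spindle assembly checkpoint, was at 2.34 ± 0.192 CPM (SD, n = 5) in CIN and 5.84 ± 0.618 CPM (SD, n = 6) in non-CIN, with a log2 fold change of -1.32 (standard error 0.13, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test). Every CIN library was below every non-CIN library. The largest rises included TotC, a secreted stress protein of the Turandot family, with 305 counts over all CIN libraries and 14 over all non-CIN libraries, and ItgaPS4, an integrin subunit of lamellocytes, at 26.3 ± 6.08 CPM (SD, n = 5) against 2.43 ± 0.733 CPM (SD, n = 6). Their log2 fold changes were 4.89 (standard error 0.62, adjusted p = 0.0011) and 3.43 (standard error 0.23, adjusted p = 9.2e-06) in the same test. The other genes among the 10 largest rises were TotB, CG1208, CG6271, CG43133, CG8160, CG10073, Jon99Fi and CG6870, a serine protease of the gut (Jon99Fi) among them, with log2 fold changes of 2.31 to 4.32. The largest fall was in Unc-115b (chromosome 3R, 9687060 to 9692775), with no counts in any CIN library and 8569 in the non-CIN libraries, at least 2006-fold lower with a floor of 3 counts over the group. It overlaps p24-2 on the same strand (9687402 to 9692794), which had 1 count in CIN and 6030 in non-CIN, a ratio of 4234 with a 95% counting interval of 760 to 167270. Reads of such overlapping genes cannot be told apart in the counts. CG4757 (chromosome 3R) had 43 counts in CIN and 6138 in non-CIN, 100-fold lower (74.3 to 139). Tektin-C, a structural protein of cilia and sperm tails that lies near mad2 (chromosome 3L, 5794405 to 5796543), had a log2 fold change of -3.39 (standard error 0.17, adjusted p = 7.4e-07 from edgeR). The rest of the 10 largest falls were CG45079, CG18417, CG32073, CG34034, AttA and CG14245, at -5.16 to -2.26. Of the 1824 genes called, 890 had all libraries of a genotype above all of the other, as did 988 of all genes tested, where chance gives 0.433%. The count fell to 541 without CIN 2, 500 without CIN 5, 622 without non-CIN 2, 545 without non-CIN 3, 733 without non-CIN 4 and 359 without non-CIN 5. AttA kept its call only without non-CIN 1, 4 or 6, TotB lost it without non-CIN 2 to 5, and Jon99Fi lost it without CIN 2, 3 or 5 or non-CIN 2, 4, 5 or 6 (adjusted p of at most 0.0747, 0.0716 and 0.0802). Within the libraries without Cat in the name 5 genes passed, all lower (2239 at an unadjusted p under 0.05), within those with Cat 565 were higher and 208 lower, and with the set in the model 1284 were higher and 1472 lower. The balance of directions depended on the fit, with 436 higher and 1334 lower by upper-quartile factors, 1092 and 1674 by DESeq2, 1707 and 1698 by limma-voom, and 94 and 30 with the replicate number as a block. The design states no pairing of the libraries by that number. Testis germline genes differed between the genotypes as well, and with their score in the model 14 genes were higher and 13 lower.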

A heat map shows consistent changes in gene expression in independent groups of animals of either genotype (Figure 1A). 

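Testis germline genes were lower in CIN animals and, in a score per library, set the genotypes apart. Of 40 such genes in a fixed list 22 were lower, 18 did not pass the test and none was higher (30 lower when adjusted over the list alone). S-Lap8, an aminopeptidase of sperm, was at 59.2 ± 23.5 CPM (SD, n = 5) in CIN and 146 ± 51.4 CPM (SD, n = 6) in non-CIN, with a log2 fold change of -1.31 (standard error 0.31, adjusted p = 0.0243 from edgeR). ProtA, a protamine that packs sperm DNA, was at -1.13 (standard error 0.24, adjusted p = 0.0172), and Mst98Ca, a sperm tail protein, at -1.20 (standard error 0.26, adjusted p = 0.0207), from the same test. None of 6 germline markers such as vas passed (median log2 fold change 0.06). Camera, which sets a list against all other genes, placed the testis list lower at an adjusted p = 6.2e-15 with a preset correlation of 0.01, and at an adjusted p = 0.325 with an estimated correlation. A score per library, the median over this list of the log2 CPM minus the gene's mean, was -1.15 to -0.07 in CIN and 0.09 to 0.86 in non-CIN, with no overlap. Over all 12140 genes, clustering by Manhattan distance with average linkage put CIN 1, CIN 2 and non-CIN 1 on a branch and the other 8 libraries on another, so that 7 of 11 libraries lay with their genotype. On the 500 most variable genes all CIN libraries and non-CIN 1 lay on a branch, which is 10 of 11. The mean distance per gene was 0.446 within CIN, 0.354 within non-CIN and 0.514 between genotypes, and 9 of 11 libraries had a library of their own genotype nearest. The exceptions, CIN 1 and non-CIN 1, were nearest to each other (0.294). The leading principal components held 47.4% and 22.4% of the variance. On the second, libraries without Cat in the name lay at 8.42 to 39.3 and those with Cat at -42.1 to 3.68, with no overlap. CIN 1, CIN 2 and non-CIN 1, which shared a branch, are all without Cat. With genotype in the model 1766 genes differed between the name sets (edgeR, adjusted p under 0.05). The testis count moved with single libraries, to 2 without CIN 2, CIN 5 or non-CIN 3, 3 without non-CIN 2, 4 without non-CIN 4 and 1 without non-CIN 5, and none passed within the libraries with Cat in the name or within those without it. S-Lap8 lost its call without CIN 2, CIN 5, non-CIN 3 or non-CIN 5 (adjusted p of at most 0.0574) and Mst98Ca without non-CIN 5 (adjusted p = 0.0520).

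**Figure D1:**
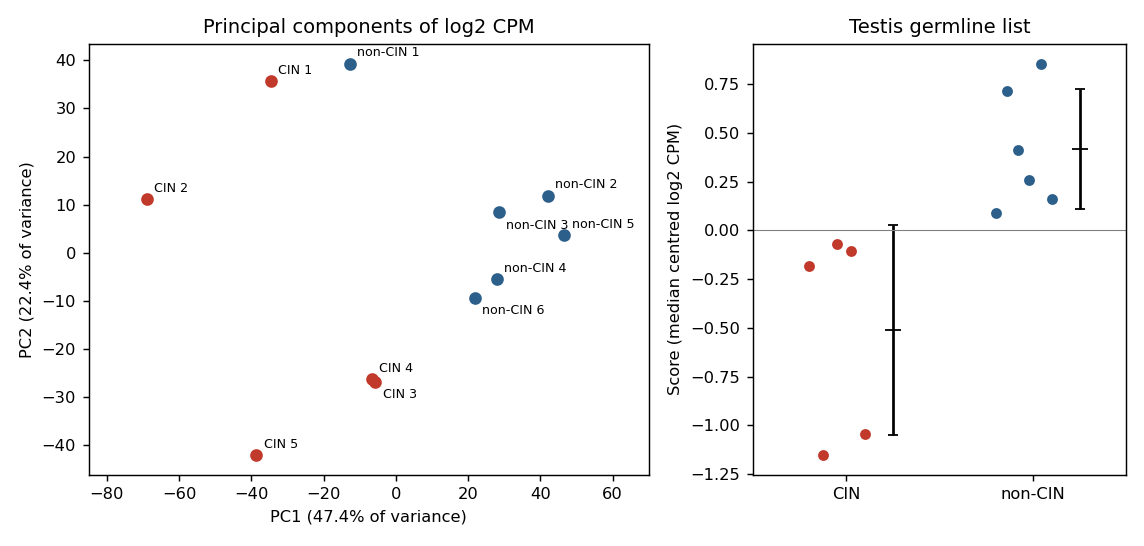
Positions of the 5 CIN and 6 non-CIN libraries on the leading principal components of log2 CPM over 12140 genes (percent of variance on each axis), and the testis germline score of each library on the log2 scale. CIN libraries reach from -1.15 to -0.07 in the score and non-CIN libraries from 0.09 to 0.86, and non-CIN 1 lies beside CIN 1 on the components.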

Gene enrichment analysis by modEnrichr shows the top 10 gene ontology hits for biological processes in the GeneRIF library ranked by combined score. Only the top hit, methionine metabolic process (GO:0006555), gave a statistically significant score when corrected for multiple comparisons (Figure 1B). 

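Genes higher in CIN animals were enriched for redox enzymes and proteases, and, in fewer of the fits, for defence, sugar and glutathione metabolism. Of 520 higher genes with a biological process term, 49 belonged to oxidation-reduction process, where 18.1 were expected by chance (adjusted p = 2.3e-07), among them Cat, a catalase, PHGPx, a glutathione peroxidase, and many cytochrome P450 genes. Proteolysis held 47 (18.3 expected, adjusted p = 1.6e-06), mostly serine proteases such as Hayan and MP1, which act in melanization. Response to fungus held 7 of its 13 tested genes (0.749 expected, adjusted p = 0.0019), carbohydrate metabolic process 16 of 79 (4.55 expected, adjusted p = 0.0047), with Amyrel and Ldh, and glutathione metabolic process 10 of 36 (2.07 expected, adjusted p = 0.0106), all of them glutathione S-transferases. Methionine metabolic process was carried by a single gene of the table, Adi1, an enzyme of methionine salvage, and could not be tested. The related term methionine biosynthetic process had 2 of its 3 tested genes higher, Adi1 and CG10623, a homocysteine S-methyltransferase (Fisher's exact test, p = 0.0096, adjusted p = 0.502). Camera, a test over all tested genes, gave this term an adjusted p = 0.126 and one-carbon metabolic process, with 7 genes, an adjusted p = 0.362. Each enrichment is a one-sided Fisher's exact test against the 9025 tested genes with a term, over 2207 terms of 3 to 500 genes, with Benjamini-Hochberg adjustment. Terms were used as listed for each gene. At an unadjusted p under 0.05 there were 100 terms. The number of terms past the test was 8 without CIN 1, 3 without CIN 2, CIN 5, non-CIN 4 or non-CIN 5, 2 without CIN 3, non-CIN 2 or non-CIN 3, 3 with upper-quartile factors, 2 with the replicate number as a block, 9 to 11 with the name set as a term, DESeq2, no count filter or limma-voom, 8 within the libraries with Cat in the name, and 0 within those without it. Oxidation-reduction process and proteolysis passed with each library left out in turn (adjusted p of at most 0.0271 and 0.0125). Response to fungus passed only without CIN 1 or non-CIN 1, carbohydrate metabolic process was lost without CIN 2, 3 or 5 or non-CIN 2, 3 or 5, and glutathione metabolic process without CIN 2, 3 or 5 or non-CIN 1, 2, 3 or 4 (adjusted p of at most 1.00, 1.00 and 0.427). With the block oxidation-reduction process alone of these terms passed (adjusted p = 1.1e-04), and with the testis score in the model none did (adjusted p = 1.00). Response to fungus was also lost with upper-quartile factors and limma-voom (adjusted p = 0.247 and 0.0991), and glutathione metabolic process with upper-quartile factors, no count filter, at least 10 counts in every library and within the libraries with Cat (adjusted p of 0.116 to 0.402).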

Several genes involved in the methionine or one-carbon cycle showed an elevated transcription in CIN animals (bold in Figure 1C), the strongest hit being S-adenosyl methionine synthase (*SAM-s*). These genes regulate the production of S-adenosyl methionine (SAM), which is critical for several cellular processes, including methylation, antioxidant synthesis, and polyamine synthesis. 

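The enzyme that makes SAM from methionine, Sam-S, the glycine methyltransferase Gnmt and the homocysteine S-methyltransferase CG10623 were higher in CIN animals. Sam-S (FBgn0005278, chromosome 2L, 106903 to 114432) was at 238 ± 20.5 CPM (SD, n = 5) in CIN and 154 ± 19.8 CPM (SD, n = 6) in non-CIN, a log2 fold change of 0.62 (standard error 0.10, adjusted p = 0.0062 from edgeR), with every CIN library above every non-CIN library. Gnmt (FBgn0038074, chromosome 3R, 12674608 to 12676084) was at 82.6 ± 12.9 CPM (SD, n = 5) against 33.0 ± 17.0 CPM (SD, n = 6), a log2 fold change of 1.32 (standard error 0.28, adjusted p = 0.0173 from edgeR). Here non-CIN 1, at 65.8 CPM, lay above CIN 1, at 59.8 CPM. The files do not pair the name Met-s with a gene, so both homocysteine S-methyltransferase genes are given. The authors' deposited table lists CG10623 with an FDR p of 0.0194, and CG10621 is not among its genes past 0.05. CG10623 (FBgn0032727, chromosome 2L, 18955481 to 18957311) was at 139 ± 7.06 CPM (SD, n = 5) and 103 ± 3.92 CPM (SD, n = 6), a log2 fold change of 0.44 (standard error 0.065, adjusted p = 0.0032 from edgeR), with the groups apart. Its neighbour CG10621 (FBgn0032726, 18952206 to 18954431) had the same log2 fold change of 0.44 with a wider spread (standard error 0.17, adjusted p = 0.105), and passed only without non-CIN 1 (0.55, adjusted p = 0.0367) or with limma-voom and quality weights (adjusted p = 0.0171). Ahcy, which removes S-adenosyl homocysteine, was at 0.14 (adjusted p = 0.577) and its relatives AhcyL1 and AhcyL2 at 0.19 and -0.19 (adjusted p = 0.0717 and 0.678). For AhcyL1 every CIN library was above every non-CIN library, and it passed with DESeq2, limma-voom and the library name set as a term (adjusted p = 0.0116, 0.0462 and 0.0310). Thus 3 of 7 genes of the methionine cycle were higher and none lower (5 higher when adjusted over the list alone). This list holds the genes the study named from these libraries and is not independent evidence. Camera gave it an adjusted p = 0.0021 with the preset correlation and an adjusted p = 0.325 with an estimated correlation. In methionine salvage 1 of 5 genes was higher (2 when adjusted over the list alone), Adi1, at 0.58 (standard error 0.099, adjusted p = 0.0071), with camera at an adjusted p = 0.109. In the folate cycle and glycine cleavage 3 of 10 were higher and none lower (3 when adjusted over the list alone), pug, a folate dehydrogenase, at 0.97 (adjusted p = 0.0243), CG6415, a glycine cleavage enzyme, at 0.94 (adjusted p = 0.0191) and ppl, of the same complex, at 0.66 (adjusted p = 0.0167), with camera at an adjusted p = 0.0094, or 0.325 with an estimated correlation. Shmt, which moves a carbon from serine to folate, was at 0.38 (adjusted p = 0.366) and passed with limma-voom alone (0.53, adjusted p = 0.0391). pug lost its call without CIN 5, non-CIN 3 or non-CIN 5, CG6415 without CIN 2 or non-CIN 5, and ppl without non-CIN 5 (adjusted p of at most 0.0574, 0.0558 and 0.0515), which leaves 0 folate genes without non-CIN 5. Within the libraries with Cat in the name the log2 fold changes were 0.62 for Sam-S (adjusted p = 0.0134), 1.60 for Gnmt (adjusted p = 0.0111), 0.42 for CG10623 (adjusted p = 0.0178) and 0.46 for CG10621 (adjusted p = 0.142), with 3 of the 7 cycle genes higher. Without Cat they were 0.59, 0.99, 0.39 and 0.41, none past the test (adjusted p of 0.266 to 0.401). With the testis score in the model they were 0.46, 0.83, 0.43 and 0.03, with adjusted p = 0.479, 0.761, 0.203 and 0.999. With the replicate number as a block, though the design states no pairing, Sam-S, Gnmt and CG10623 lost their calls as well (edgeR, adjusted p = 0.0709, 0.0869 and 0.0576). The paper states that these genes control how much SAM is made, which methylation, antioxidant synthesis and polyamine synthesis need, and next tests whether they matter for the survival of CIN cells (Figure 1D).

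**Figure D2:**
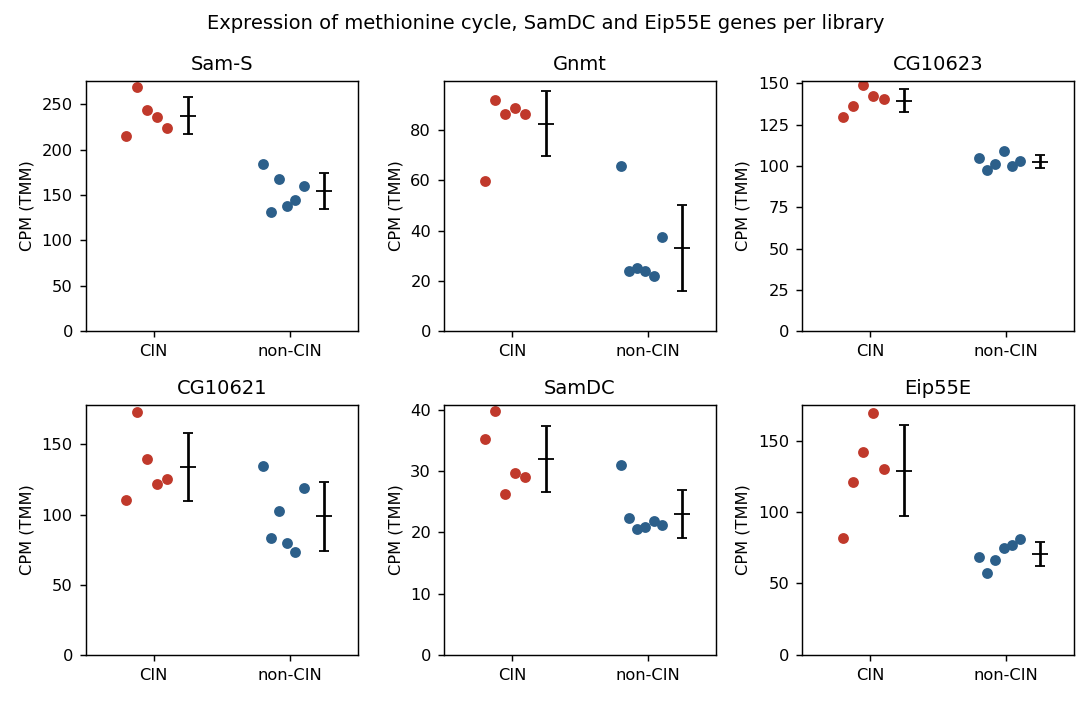
Level of Sam-S, Gnmt, CG10623, CG10621, SamDC and Eip55E in each of the 5 CIN and 6 non-CIN libraries, in CPM. Points are libraries, and bars are the mean and SD. Sam-S averages 238 CPM in CIN and 154 CPM in non-CIN, and for Gnmt the library non-CIN 1, at 65.8 CPM, lies among the CIN libraries.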

Our next step was to test whether these genes were significant for the survival of CIN cells. 

We have previously generated models with inducible CIN expression using the RNA interference knockdown of the cohesin gene *Rad*21 or the spindle assembly checkpoint gene *mad*2 [3]. To test whether any of the one-carbon and polyamine regulatory genes affected CIN cell survival, we depleted them by RNAi in a proliferating epithelium (the developing wing disc) in which we induced chromosomal instability (Figure 1D). We observed elevated cell death in these CIN wing discs for several one-carbon regulatory genes, including *SAM-s* (Figure 1D), which is consistent with this pathway having a significant role in CIN cell survival.

### 3.2. Knockdown of Candidates of One-Carbon and Polyamine Pathways Caused CIN Cell Death via Apoptosis

To test whether normal cells are similarly sensitive to one-carbon metabolic disruption, we depleted several candidate genes with and without CIN induction (Figure 2A). We observed a significantly elevated level of cell death in CIN cells compared to adjacent normally proliferating cells (*p* < 0.0001 in each case). This suggests that this pathway can be targeted to give death specifically in CIN cells. However, the assay used (acridine orange) did not clearly indicate the mechanism of cell death (apoptosis vs. necrosis, etc.).

To test whether one-carbon and polyamine metabolic disruption induced apoptosis in CIN cells, we used DCP-1 antibody staining (Figure 2B). We observed considerable induction of apoptosis in proliferating CIN tissues when one-carbon genes were depleted. No induction of apoptosis was observed when CIN was induced alone or when one-carbon genes were depleted in normal proliferating cells. (Figure 2B). The quantification of these data confirmed the induction of CIN-specific apoptosis in candidate gene knockdown cells (Figure 2C). The depletion of some genes in related pathways, such as the folate cycle gene *Shmt*, showed cell death even in the absence of CIN, but this was not observed in the one-carbon or polyamine synthesis pathways. These experiments provided good evidence that one-carbon and polyamine-related candidate gene knockdowns cause CIN-specific cell death via apoptosis.

### 3.3. Feeding of Polyamines Rescued CIN Cell Death Caused by SAM-s or sms Depletion 

The depletion of *SAM-s* or *spds* should decrease the level of spermidine, and the knockdown of *sms* will similarly decrease the synthesis of spermine (see Figure 1C). Because the depletion of any of these enzymes showed death in CIN cells, it seemed plausible that some of the effect of *SAM-s* loss was being mediated by its effect on polyamine synthesis. To test this, we fed spermine to larvae knocked down for *SAM-s* and *sms* in cells with CIN induced by *Mad*2 depletion. We observed that feeding spermine significantly rescued the AO cell death phenotype caused by the depletion of *SAM-s* in CIN cells. (Figure 3A,B). As expected, the feeding of spermine was able to strongly rescue the depletion of *spermine synthase* in CIN cells (Figure 3C,D). A similar rescue of the CIN cell death phenotype caused by *SAM-s* knockdown was seen when larvae were fed with spermidine (Supplementary Figure S2).

### 3.4. Antioxidant Feeding Rescued CIN Cell Death Phenotypes Caused by One-Carbon or Polyamine Metabolic Gene Depletion

One of the roles of S-Adenosyl methionine is to provide homocysteine for antioxidant synthesis (for glutathione, see Figure 1C). Knowing that redox stress is a significant vulnerability of CIN cells [4], it was plausible that the loss of antioxidant response might be contributing to CIN cells’ vulnerability to *SAM-s* depletion. We carried out ROS assays to examine whether the depletion of *SAM-s* may elevate oxidative stress in CIN cells. We found that the knockdown of *SAM-s* showed an increase in ROS in CIN cells (Figure 4A,B). Having observed elevated cell death in this genotype (Figure 2), we tested whether ROS were contributing to this cell death by feeding the animals an antioxidant (N-acetyl cysteinamide, NACA). We found that NACA feeding significantly reduced the CIN cell death phenotype compared to no drug feeding in the wing disc of third instar larvae (Figure 4C,D). This was consistent with S-adenosyl methionine being a vital antioxidant precursor molecule in CIN cells. However, we had seen a strong rescue of the *Sam-s* phenotype by feeding spermine (Figure 3), so we postulated whether the redox stress might be resulting from the disruption of the polyamine pathway rather than from the lack of homocysteine. To test this, we checked ROS levels in *sms*-depleted CIN cells and found that they were elevated (Figure 4F) compared to in control CIN cells (Figure 4A). We did the same antioxidant feeding experiment with the *sms* mutant animals and found that NACA significantly rescued the cell death seen in *sms*-depleted CIN cells (Figure 4G–I). From these data, we conclude that the depletion of either *SAM-s* or *sms* leads to redox stress in CIN cells, which significantly contributes to the cell death seen in these genotypes.

### 3.5. CIN Cell Death from SAM-s and sms Knockdown Responded to Autophagy

We previously found that autophagy is crucial for CIN cells’ survival and that increasing autophagy could prevent CIN cell death in response to metabolic disruptions [5]. To test whether autophagy also affected *SAM-s*-depleted CIN cells, we checked cell death levels when we increased or decreased autophagy genetically (Figure 5). We found that decreasing autophagy by depleting *Atg*1 caused an increase in the AO staining seen in *SAM-s*-depleted CIN cells (Figure 5C,D). We also found that depleting *SAM-s* with *Atg*18 was synthetically lethal in CIN animals. Although this change is in the direction we would predict, it could have been caused by an accumulation of unrelated cellular disruptions. To demonstrate that the effect of *SAM-s* knockdown depends on autophagy, we increased autophagy by *mTor* RNAi knockdown. Releasing autophagy from *mTOR* inhibition strongly rescued the CIN cell death phenotype caused by *SAM-s* RNAi (Figure 5E vs. Figure 5C).

## 4. Discussion

Aneuploidy resulting from CIN is a common feature of solid tumours [6]. Abnormal cell development, proliferation, proteotoxic stress, and oxidative stress can all be caused by aneuploidy [7,8]. As the adaptability to these various stresses is necessary for survival during continual chromosomal gain or loss, cellular stress responses are a plausible candidate for being the target of cancer-specific apoptosis. The questions then becomes whether CIN cells inevitably approach a tolerance threshold as a result of the constraints of high energy utilisation, ROS formation, proliferation, and continuing genotoxic stress and whether we can leverage this vulnerability.

The present study investigated the hypothesis that alterations in one-carbon and polyamine metabolism can contribute to surviving chromosomal instability (CIN), a hallmark of cancer. This study was based on our RNA sequencing results, which showed an increased transcription of one-carbon and polyamine genes in CIN cells compared to the wild type. 

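Beyond the methionine cycle, a single gene of polyamine metabolism passed the test, while markers of several larval tissues were higher in the same RNA. Of 6 genes of polyamine synthesis a single one, SamDC, was higher and none was lower (1 when adjusted over the list alone), and the count was 0 without CIN 2, 4 or 5 or non-CIN 2 to 6. The list is the study's own and is not independent evidence. Ornithine decarboxylase Odc1 was at 40.6 ± 11.4 CPM (SD, n = 5) in CIN and 30.7 ± 4.86 CPM (SD, n = 6) in non-CIN, a log2 fold change of 0.40 (standard error 0.18, adjusted p = 0.157 from edgeR). Spermine synthase Sms and spermidine synthase SpdS were at 0.18 (adjusted p = 0.563) and 0.06 (adjusted p = 0.832), and Oda, the antizyme that restrains ornithine decarboxylase, at 0.26 (adjusted p = 0.119). None of 5 polyamine oxidase genes passed, and their log2 fold changes ran from -0.69 (CG6034) to 0.19 (CG7460), with CG10561 at -0.62 (adjusted p = 0.0694). In other fits Odc1 passed as higher with limma-voom, within the libraries with Cat in the name and without CIN 1 (adjusted p = 0.0090, 0.0125 and 0.0354), Oda as higher with DESeq2 and limma-voom (0.0279 and 0.0312), and CG10561 as lower with DESeq2, limma-voom, the library name set as a term and without non-CIN 1 (0.0240, 0.0182, 0.0273 and 0.0136). Camera gave polyamine synthesis an adjusted p = 0.140 and the oxidases an adjusted p = 0.624. Among blood cells, 5 of 7 crystal cell and lamellocyte markers were higher (7 when adjusted over the list alone), ItgaPS4, PPO3, ItgaPS5, PPO1 and PPO2, with PPO3, a prophenoloxidase of lamellocytes, at 2.00 (standard error 0.26, adjusted p = 0.0014) and PPO1, of crystal cells, at 2.17 (standard error 0.56, adjusted p = 0.0299). Of 9 plasmatocyte and general hemocyte markers 5 were higher (8 when adjusted over the list alone), He, Pxn, Sr-CI, Hml and NimC1, with He at 1.29 (adjusted p = 0.0065) and Pxn at 0.69 (adjusted p = 0.0117). The marker lists of tissues were fixed after the genes that the authors list as most raised in CIN had been seen. Lists of raised markers are therefore not independent evidence. Within them PPO2 and NimC1 were also picked out for naming after their values had been seen. PPO2 kept its call only without non-CIN 1, NimC1 and Hml were lost without CIN 2 to 5 or non-CIN 2 to 5, and Sr-CI without CIN 2 or non-CIN 3 to 5 (adjusted p of at most 0.114, 0.0880, 0.0882 and 0.0685). Camera placed both lists higher, at an adjusted p = 3.2e-10 and 4.5e-05, and with an estimated correlation at an adjusted p = 0.0287 and 0.212. In the fat body 2 of 6 storage genes were higher (4 when adjusted over the list alone), Fbp1 at 0.99 (adjusted p = 0.0131) and Fbp2 at 0.77 (adjusted p = 0.0360), and in muscle 3 of 14 (3 when adjusted over the list alone), the sarcomere genes sls, Mlp84B and TpnC73F, at 0.60 to 0.90. With an estimated correlation camera gave these lists an adjusted p = 0.325 and 0.588. Of 12 imaginal disc genes none passed (median 0.13), and of 10 neuronal genes Syt1 alone was higher, at 0.68 (adjusted p = 0.0060). The blood cell counts fell to 3 of 7 and to 2 or 3 of 9 without CIN 2, CIN 5, non-CIN 2, 3, 4 or 5 (and to 3 of 9 without CIN 4), and muscle to 0 without CIN 2 or non-CIN 2 to 5. PPO1 lost its call without CIN 2, CIN 5 or non-CIN 2 to 5 (adjusted p of at most 0.0730), sls and TpnC73F without CIN 2 or non-CIN 2 to 5 (at most 0.0655 and 0.0779), Mlp84B without these or CIN 5 (at most 0.0690). Fbp2 lost its call without CIN 2, CIN 3, CIN 5 or non-CIN 2 to 5 (adjusted p of at most 0.0813). Within the libraries with Cat in the name 2 polyamine synthesis genes, 5 of 7 crystal cell and lamellocyte markers and 3 hemocyte markers were higher, and within those without Cat none. With the testis score in the model 2 crystal cell and lamellocyte markers, ItgaPS4 and PPO3, kept their calls and none of the other genes of these lists did.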

Our results provide evidence that supports this hypothesis and suggests that targeting these metabolic pathways could represent a promising strategy for the development of novel cancer therapies. We report that the suppression of one-carbon and polyamine activity in wing imaginal disc cells exhibiting chromosomal instability (CIN) results in highly elevated levels of cell death not observed with either CIN or candidate gene knockdown alone. From these results, we conclude that one-carbon and polyamine metabolism are needed for the survival of CIN cells. Specifically, we found that *SAM-s* or *sms* knockdowns killed CIN cells but not normal proliferating cells and that the severity of these effects depended on oxidative stress and autophagy. We found that polyamine or *SAM-s*-depleted CIN cells showed oxidative stress and that their survival could be significantly enhanced by either adding antioxidants or increasing the level of autophagy. 

The methionine cycle, which is connected to the folate cycle, polyamine synthesis, and the trans-sulphuration route, is a key component of one-carbon metabolism (Figure 1C) [9,10]. S-adenosyl methionine synthase (*SAM-s*) is the enzyme used to create S-adenosylmethionine (SAM) from methionine in the first phase of the methionine cycle. SAM is used for three main purposes: the methylation of protein and DNA substrates, the generation of antioxidants such as cysteine and glutathione, and the synthesis of polyamines. Any of these processes could have been the cause of the cell death seen when SAM was depleted in the CIN cells, so we used a genetic approach to identify what was most important. 

SAM is needed to maintain glutathione and glutathione-S-transferase (GST) levels as well as SOD activity [11]. Hence, it appears likely that one important function of folate and methionine is to enable the efficient regeneration of SAM and, subsequently, glutathione when subjected to oxidative stress. Reactive oxygen species (ROS) levels influence how cancer develops by either supporting carcinogenesis at low levels or by causing cell death at high ones [12]. Due to their abnormal metabolism, tumour cells frequently produce many ROS and have evolved to withstand oxidative stress via a variety of mechanisms, including the production of antioxidants such as glutathione. Even cells that are otherwise normal become redox-stressed when CIN is induced due to a range of mechanisms including ER stress and mitochondrial disruption [2,4,13,14,15,16,17,18]. It seemed plausible that a key reason for needing SAM in CIN cells was to maintain glutathione levels. However, our data cast some doubt on this. We did not see the increased transcription of key enzymes in that pathway (such as cystathionine synthase, *Cbs*) in CIN cells nor were CIN cells sensitive to the depletion of *Cbs* or cystathionine lyase, *Eip55E* (Figure 1D). Nonetheless, we saw the rescue of the *SAM-s* phenotype in CIN cells when antioxidants were provided in the form of NACA feeding, and we show clear evidence for redox stress when SAM is depleted.

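Of the transsulfuration enzymes, Cbs, which makes cystathionine, did not pass the test, and Eip55E, which splits it into cysteine, was higher in CIN animals. Cbs was at 20.4 ± 1.80 CPM (SD, n = 5) in CIN and 21.4 ± 1.45 CPM (SD, n = 6) in non-CIN, a log2 fold change of -0.07 (standard error 0.088, adjusted p = 0.641 from edgeR). Eip55E (FBgn0000566, chromosome 2R, 18627918 to 18629395) was at 129 ± 32.0 CPM (SD, n = 5) and 70.9 ± 8.44 CPM (SD, n = 6), at 0.86 (standard error 0.16, adjusted p = 0.0103 from edgeR), with all CIN libraries above all non-CIN libraries. Among the glutathione genes of this list CG4306, a predicted gamma-glutamylcyclotransferase, which does not make glutathione, rose most, at 1.16 (standard error 0.13, adjusted p = 6.9e-04). Of the genes that make it, the glutathione synthetase Gss1 rose by 0.31 (adjusted p = 0.0386). The subunits of glutamate-cysteine ligase, Gclc and Gclm, were at -0.08 (adjusted p = 0.634) and -0.48 (adjusted p = 0.0813). Gclm passed as lower with DESeq2, upper-quartile factors, limma-voom, the library name set as a term and without non-CIN 1 (adjusted p = 0.0270, 0.0403, 0.0079, 0.0294 and 0.0288). In all, 3 of these 7 genes were higher and none was lower (4 higher and 1 lower when adjusted over the list alone). Among 17 antioxidant enzymes 6 were higher and 1 lower (8 and 1 when adjusted over the list alone), with the heme peroxidase Irc at 0.84 (adjusted p = 0.0011), the glutathione peroxidase PHGPx at 0.85 (adjusted p = 0.0031), the peroxiredoxin Prx2540-1 at 1.53 (adjusted p = 0.0058) and catalase, Cat, at 0.56 (adjusted p = 0.0180). The paper does not say whether the word Cat in some library names refers to this gene. The lower gene, Jafrac2, was at -0.42 (standard error 0.11, adjusted p = 0.0344), was picked out after its values had been seen, and was lost without CIN 1, 2 or 5 or non-CIN 2 to 6 (adjusted p of at most 0.0689), which leaves 0 lower. Of 31 glutathione S-transferases 10 were higher and none lower (13 and 2 when adjusted over the list alone), led by GstE3, at 198 ± 34.9 CPM (SD, n = 5) against 45.7 ± 16.6 CPM (SD, n = 6), a log2 fold change of 2.12 (standard error 0.24, adjusted p = 6.9e-04 from edgeR). GstD5 and GstD10, in a cluster of similar genes that may share reads, were at 2.07 and 1.28. Camera placed the lists higher at an adjusted p = 0.0344, 0.0013 and 7.2e-05 in this order, and with an estimated correlation at an adjusted p = 0.336, 0.325 and 0.325. The lists were fixed after the genes that the authors list as most raised in CIN had been seen, so they are not blind to these data. Gss1 lost its call without CIN 2, 3, 4 or 5 or non-CIN 2, 3, 4 or 5 (adjusted p of at most 0.126), and the transferases fell to 6 without CIN 2 or non-CIN 2 to 5 and to 5 without CIN 5. Within the libraries with Cat in the name Eip55E was at 0.88 (adjusted p = 0.0128), and 2 genes of the transsulfuration and glutathione list, 6 antioxidant enzymes and 6 transferases were higher. Without Cat it was at 0.66 (adjusted p = 0.266), and none passed. With the testis score in the model Eip55E was at 0.89 (standard error 0.25, adjusted p = 0.340), GstE3 at 1.80 (adjusted p = 0.0742), and no gene of the lists passed.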

The second pathway that depends on SAM is methylation. There are over a hundred methylase enzymes that can use SAM to pass a methyl group onto a huge array of possible substrates [19]. Any of these could mediate the dependency on *SAM-s*; however, we saw a transcriptional response to CIN in only one enzyme, namely, glycine n-methyltransferase, *Gnmt* (Figure 1C), which is also needed for CIN cell survival (Figure 2). 

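Few methyltransferase genes passed the main test, and of those that did Gnmt had the largest rise. Of 123 tested genes annotated with methyltransferase activity 5 were higher and 3 were lower in CIN animals (4 and 2 when adjusted over the list alone), with a median log2 fold change of 0.05. The annotation also covers folate enzymes such as CG6415 and Shmt, so this set may differ from the paper's. Over all 12140 tested genes 711 were higher and 1113 lower. Besides Gnmt, the higher genes were CG10623, which methylates homocysteine, and CG6415, which passes a methylene group to folate, CG11474 and trx, which encodes a histone methyltransferase. CG11474 was at 107 ± 23.1 CPM (SD, n = 5) in CIN and 71.3 ± 6.39 CPM (SD, n = 6) in non-CIN, with a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.0226 from edgeR). trx was at 334 ± 59.9 CPM (SD, n = 5) and 249 ± 29.4 CPM (SD, n = 6), at 0.42 (standard error 0.13, adjusted p = 0.0448 from edgeR). The lower genes were CG4161 at -1.19 (standard error 0.30, adjusted p = 0.0277), CG3515 at -0.98 (standard error 0.25, adjusted p = 0.0307) and CG2921 at -0.46 (standard error 0.14, adjusted p = 0.0476). CG11474, trx, CG4161, CG3515 and CG2921 were picked out after their values had been seen. trx and CG2921 kept their calls only without CIN 3 or non-CIN 1, CG4161 was lost without CIN 2, CIN 5, non-CIN 2, 3 or 5, and CG3515 without CIN 2, CIN 5, non-CIN 2, 4 or 5 (adjusted p of at most 0.138, 0.0879, 0.0657 and 0.0710). At an unadjusted p under 0.05 there were 14 higher genes. The number of higher genes was 3 without CIN 2 or non-CIN 5, 8 without non-CIN 1 or with DESeq2, 10 with the library name set as a term, 17 with limma-voom, and 0 within the libraries without Cat in the name, with the replicate number as a block and with the testis score in the model. The number of lower genes was 0 without CIN 2, CIN 5, non-CIN 2 or non-CIN 5, within either set of library names, with the block and with the testis score, 1 without non-CIN 3 or non-CIN 4, and 5 with DESeq2 or the name set as a term.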

The metabolic consequences of *Gnmt* depletion are not obvious as its product, sarcosine, has no known metabolic roles [20]. Current models for the significance of *Gnmt* include its effect on autophagy and polyamine levels [21], which encouraged us to pursue these as possible explanations (see below).

The final metabolic pathway that depends on SAM is polyamine synthesis. SAM is decarboxylated by SAM decarboxylase (*SAMdc*), which produces s-adenosyl methioninamine or dcSAM, a crucial aminopropyl donor for the synthesis of spermidine. The other component of spermidine is produced via putrescine from ornithine via ornithine decarboxylase (ODC). Spermidine synthase produces spermidine by combining putrescine with dcSAM. The last step in this pathway route, spermine, is produced by spermine synthase by combining spermidine with an additional aminopropyl group from dcSAM. We saw a modest increase in *SAMdc* transcription in CIN animals, and a strong, reproducible dependency on polyamine synthesis for CIN survival in multiple assays (Figure 1, Figure 2, Figure 3 and Figure 4). 

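SamDC, the decarboxylase that turns SAM into the aminopropyl donor for spermidine and spermine, was higher in CIN animals by a modest amount. The gene (FBgn0019932, chromosome 2L, 10339457 to 10341503) was at 32.0 ± 5.44 CPM (SD, n = 5) in CIN and 23.0 ± 3.94 CPM (SD, n = 6) in non-CIN. Its log2 fold change was 0.48 (standard error 0.14, adjusted p = 0.0395 from edgeR). Of the non-CIN libraries, non-CIN 1 was at 30.9 CPM and the others at 20.6 to 22.4 CPM, so that the groups overlap. The call held without CIN 3 (adjusted p = 0.0341) or non-CIN 1 (0.57, adjusted p = 0.0141) and was lost when any other single library was left out, with the largest adjusted p = 0.130 without CIN 2 (0.37). It was also lost with upper-quartile scaling (0.38, adjusted p = 0.0651), with at least 10 counts required in every library (0.45, adjusted p = 0.0553) and with the replicate number as a block (adjusted p = 0.0995). The design states no pairing by that number. The log2 fold change of SamDC was 0.36 (adjusted p = 0.0491) within the libraries with Cat in the name, 0.61 (adjusted p = 0.266) within those without it, and 0.25 (standard error 0.20, adjusted p = 0.999) with the testis score in the model.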

SAM is needed for polyamines (spermine and spermidine), and previous work has shown that these polyamines can affect rates of autophagy [22,23,24]. In flies, yeast, worms, and human cells, spermidine has been shown to trigger autophagy [23,25]. For example, spermidine regulates autophagy by modifying the expression of autophagy-related genes (Atgs) and the gene expression regulators elF5A and TFEB [26,27]. Spermidine also lowers acetyl-CoA availability, which diminishes acetylation and increases autophagy [25]. Polyamines interact with DNA and RNA and are strongly implicated in DNA condensation. This may be relevant as polyamine compaction can protect genomic integrity [28]. Polyamines have other functions, including as antioxidants and for protein synthesis, and CIN cells may also be dependent on these to some degree; however, we saw a strong effect by altering autophagy. Most strikingly, we were able to rescue the depletion of *SAM-s* either by adding spermine to the diet or, even more strongly, by increasing autophagy. These results strongly suggest that the primary dependency on SAM in CIN cells is not for methylation or for glutathione synthesis but rather to generate sufficient polyamines to support robust autophagy.

Our study also highlights the potential therapeutic implications of targeting one-carbon and polyamine metabolism in CIN-associated cancers. SAM has been investigated as a therapeutic target in the treatment of cancer because aberrant methylation states and methionine or SAM dependence are frequent characteristics of cancer [20,29,30,31,32,33,34,35,36]. Additionally, rats given SAM showed an increase in apoptosis in neoplastic nodules and hepatocellular carcinoma [31,34]. SAM treatment increased apoptosis and reduced proliferation and the invasiveness of breast cancer cells in vitro while lowering carcinogenesis and metastasis in vivo [37]. The ability of several cancer cell lines to proliferate and spread has been demonstrated to be effectively inhibited by *SAM* [38,39]. This evidence points to the need for homeostasis: on one hand, many cancers are methionine- and SAM-dependent, but, on the other, they may be inhibited by additional SAM. This may be partly explained by the effect of SAM levels on autophagy as elevated SAM can increase mTORC levels, which blocks autophagy [40]. The loss of SAM means the loss of polyamine synthesis and, hence, the loss of autophagy as described above. Thus, the maintenance of SAM metabolism within normal ranges is important to avoid disruptions to autophagy. 

Some phenotypic effects of CIN are reproducible, even though the genetic disruption is essentially random in each cell [2,41]. There is evidence that chromosomal instability causes sensitivity to metabolic stress [4], protein folding stress, and nucleotide depletion [13]. Proteotoxic stress, faulty mitochondria, and oxidative damage from ROS are three associated abnormalities reliably seen in aneuploid cells that autophagy has been shown to ameliorate [4,42]. To that list, we now add one-carbon and polyamine metabolism. From our results, it seems that cells with chromosomal instability upregulate genes that generate SAM and its polyamine metabolites primarily to increase autophagy, which is needed to survive the stressful metabolic environment of CIN cells.

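Transcripts of the autophagy genes named in the study did not pass the main test, and few others of that pathway did, though more passed with other tests. Atg1, the kinase that starts autophagy, was at 127 ± 11.6 CPM (SD, n = 5) in CIN and 102 ± 15.3 CPM (SD, n = 6) in non-CIN, a log2 fold change of 0.32 (standard error 0.11, adjusted p = 0.0759 from edgeR). Atg18a, needed for the growth of the autophagosome, was at 0.19 (standard error 0.092, adjusted p = 0.190) and Tor, the kinase that holds autophagy down, at 0.03 (standard error 0.087, adjusted p = 0.857). Of 27 autophagy genes 2 were higher and 1 lower (2 and 1 when adjusted over the list alone), while 24 had a log2 fold change above 0. The higher genes were Atg18b, a relative of Atg18a, at 0.40 (standard error 0.11, adjusted p = 0.0360) and Mitf, a transcription factor for lysosome and autophagy genes, at 0.25 (standard error 0.073, adjusted p = 0.0413). The lower one was Atg8b, a relative of Atg8a, at 4.68 ± 2.18 CPM (SD, n = 5) against 9.59 ± 2.40 CPM (SD, n = 6), at -1.04 (standard error 0.30, adjusted p = 0.0411 from edgeR). Camera gave the list an adjusted p = 0.0352, higher in CIN, and an adjusted p = 0.588 with an estimated correlation. Mitf kept its call only without non-CIN 1, Atg18b only without CIN 1, CIN 3, non-CIN 1 or non-CIN 2, and Atg8b only without CIN 3, CIN 4 or non-CIN 1 (adjusted p of at most 0.118, 0.0718 and 0.0916 in the other fits), and without non-CIN 1 the higher genes numbered 7, Atg1 among them (0.36, adjusted p = 0.0311). Atg1 also passed with DESeq2 (0.31, adjusted p = 0.0395) and with limma-voom (0.37, adjusted p = 0.0184), and Atg18a with limma-voom (0.20, adjusted p = 0.0487). The higher genes numbered 5 with DESeq2, 10 with limma-voom, 6 with the library name set as a term and 0 with upper-quartile factors. Within the libraries with Cat in the name 3 genes were higher, with Atg1 at 0.37 (adjusted p = 0.0884), and within those without Cat none, and with the testis score in the model none passed and Atg8b stood at 0.05 (adjusted p = 0.999).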

In conclusion, our study provides new insights into the molecular mechanisms underlying CIN and cancer progression and highlights the importance of one-carbon and polyamine metabolism in regulating autophagy and oxidative stress in CIN cells. Our findings have potential clinical implications for the treatment of CIN-associated cancers, and further studies are warranted to explore the therapeutic potential of targeting one-carbon and polyamine metabolism in combination with other therapies.

## Figures and Tables

**Figure 1:**
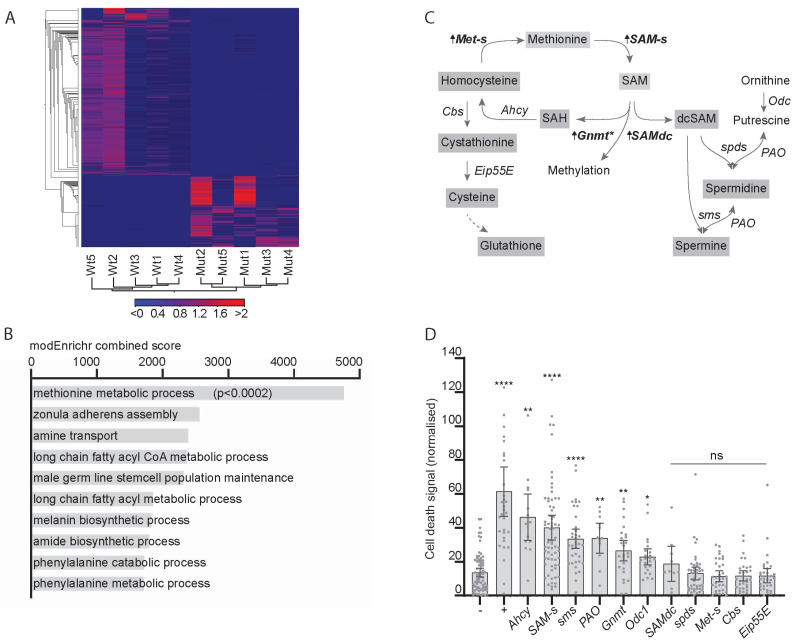
The expression of one-carbon metabolism genes is affected by chromosomal instability (CIN) and affects CIN tolerance. (**A**) Heat map showing changes in gene expression induced by loss of *mad*2. Mutant (*mad*2*^EY^*/Df(2R)BSC438) and wild type (*mad*2*^EY^*/TM6b) samples show distinct sets of transcriptional changes when clustering by genotype. The scale bar shows the shades of grey representing Z-scores for the significance of changes between genotypes in the heat map. (**B**) Gene enrichment analysis by modEnrichr shows the top 10 gene ontology hits for biological processes in the GeneRIF library ranked by combined score. Only the top hit, methionine metabolic process (GO:0006555), gave a statistically significant score when corrected for multiple comparisons. (**C**) One-carbon metabolism pathways, with arrows and bold type indicating changes in transcript expression in response to loss of *Mad*2. *SAM-s*, s-Adenosyl methionine synthase, FDR *p* < 0.0001; *Gnmt*, Glycine n-methyl transferase, FDR *p* < 0.01; SAM, s-Adenosyl methionine; SAH, s-Adenosyl homocysteine; *Ahcy*, Adenosyl homocysteinase; *Met-s*, methionine synthase, FDR *p* < 0.02; Eip55E, Cystathionine lyase; SAMdc, S-Adenosyl methionine decarboxylase, FDR *p* < 0.07; dcSAM, decarboxy-s-Adenosyl methionine. * There are over one hundred *Drosophila* genes with this predicted enzymatic activity (methyl transferases), of which only *Gnmt* expression is significantly elevated in *mad*2 mutants. (**D**) Cell death in third instar wing discs in response to depletion of *mad*2 in combination with one-carbon metabolic gene depletion. Cell death is measured by acridine orange signal normalised to adjacent wild type tissue. Four data points lie outside the graph area. Negative control (−) shows little cell death in response to CIN alone (*w*^1118^ x *en* > *mad*2^RNAi^). Positive control (+) shows significant cell death in CIN cells (JNK is depleted: UAS-*bsk*^RNAi^ x *en* > *mad*2^RNAi^; *p* < 0.001). Depletion of expression of some genes related to one-carbon metabolism showed significant cell death in CIN cells compared to the negative control (**** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05; ns > 0.05 using Dunnett’s T3 multiple comparisons test).

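Of a pair of alternative exons in Sam-S, the first took a larger share of the transcripts in CIN animals, and whether transcripts with the second were higher too depended on the scaling. The annotation gives 12 transcripts of the gene. Of these, 3 carry an exon of 113 bases at 111005 to 111117 on chromosome 2L and 6 carry an exon of the same length at 111907 to 112019 (genome BDGP6). Not counted are Sam-S_3, which carries both, Sam-S_4, which carries neither, and Sam-S_2. The last exon of Sam-S_2 (110755 to 111337) holds the sequence of the first within a longer stretch. Its 5.09 ± 1.39 RPKM (SD, n = 5) in CIN and 3.70 ± 1.16 RPKM (SD, n = 6) in non-CIN are outside the sums. Transcripts with the first exon summed to 29.8 ± 4.52 RPKM (SD, n = 5) in CIN and 16.1 ± 3.56 RPKM (SD, n = 6) in non-CIN, 84.6% higher (exact permutation test, two-sided, p = 0.0022, the smallest p that 5 against 6 libraries allow, adjusted p = 0.0097 over 9 tests). Those with the second summed to 30.0 ± 2.82 RPKM (SD, n = 5) and 30.1 ± 2.17 RPKM (SD, n = 6) (exact permutation test, p = 0.959). These RPKM carry no scaling for the makeup of the libraries. Divided by the TMM factors of the gene counts, which was chosen after seeing the data, the sums were 32.8 ± 5.76 against 15.1 ± 4.05 RPKM with the first exon and 33.0 ± 3.75 against 27.9 ± 2.96 RPKM with the second (SD, n = 5 and n = 6), 118% and 18.5% higher in CIN (exact permutation test, adjusted p = 0.0049 and 0.0334). The first exon's share of their sum does not depend on this scaling and was 49.7% ± 3.73 (SD, n = 5) and 34.6% ± 5.50 (SD, n = 6), higher in all CIN libraries than in any non-CIN library (exact permutation test, p = 0.0022). Sam-S_8 had 5.08 ± 3.02 RPKM (SD, n = 5) in CIN and was listed at 0 in all 6 non-CIN libraries and in CIN 1 (adjusted p = 0.0258 from limma). Sam-S_10, with the first exon, was at 24.5 ± 2.38 against 15.9 ± 3.39 RPKM, and Sam-S_5, with the second, at 20.3 ± 6.06 against 7.29 ± 3.49 RPKM (SD, n = 5 and n = 6; adjusted p = 0.0316 and 0.0374 from limma). Sam-S_7 was lower, at 2.26 ± 4.24 against 7.91 ± 1.45 RPKM (adjusted p = 0.0340 from limma with n = 5 and n = 6), a call that ended after division by the TMM factors (adjusted p = 0.0601). These transcripts share most of their sequence, so that reads are divided between them by the authors' software and the single values are less certain than the sums by exon. Of the single transcripts, Sam-S_8 lost its call without CIN 2, CIN 5, non-CIN 2, non-CIN 4 or non-CIN 5 (adjusted p of at most 0.0645), Sam-S_5 and Sam-S_10 without any library except CIN 1, non-CIN 1 and non-CIN 6 (at most 0.0929 and 0.0834), and Sam-S_7 without any except CIN 1 and non-CIN 1 (at most 0.0857). By edgeR on recovered counts Sam-S_7 was at -1.64 (standard error 1.36, adjusted p = 0.636) and Sam-S_5 at 1.67 (adjusted p = 0.0877, or 0.0543 with at least 10 counts in every library), and Sam-S_8 was left out by the count filter. Sam-S_5 was also lost without the RPKM filter (adjusted p = 0.0515), and Sam-S_5 and Sam-S_10 by edgeR on the 9 libraries with counts (adjusted p = 0.118 and 0.0918). On those libraries Sam-S_8 and Sam-S_7 kept their calls (adjusted p = 0.0039 and 4.2e-04). With the replicate number as a block, and with the testis score of the libraries in the model, Sam-S_8, Sam-S_5, Sam-S_10 and Sam-S_7 all lost their calls (adjusted p = 0.130, and 0.873 to 1.00).

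**Figure D3:**
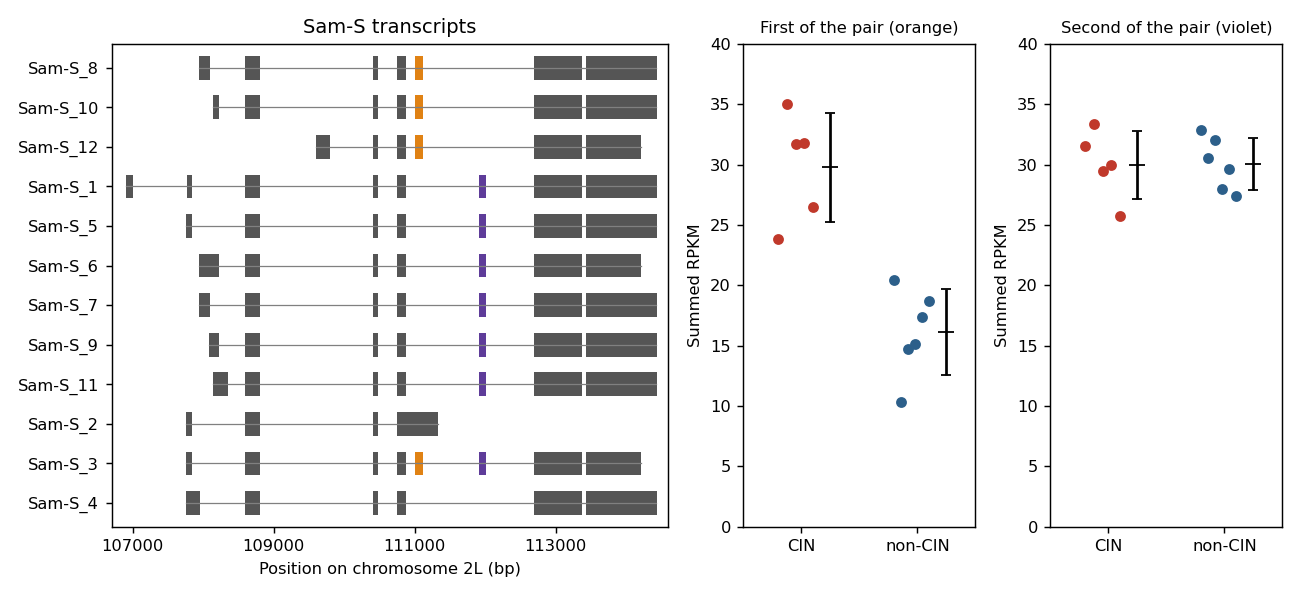
Map of the 12 Sam-S transcripts on chromosome 2L, with the first of the alternative exons in orange and the second in violet, and the summed RPKM, as the authors give it, of the transcripts with each exon in the 5 CIN and 6 non-CIN libraries (points are libraries, bars the mean and SD). The sum for the first exon averages 29.8 RPKM in CIN and 16.1 RPKM in non-CIN, and that for the second 30.0 and 30.1 RPKM.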

**Figure 2:**
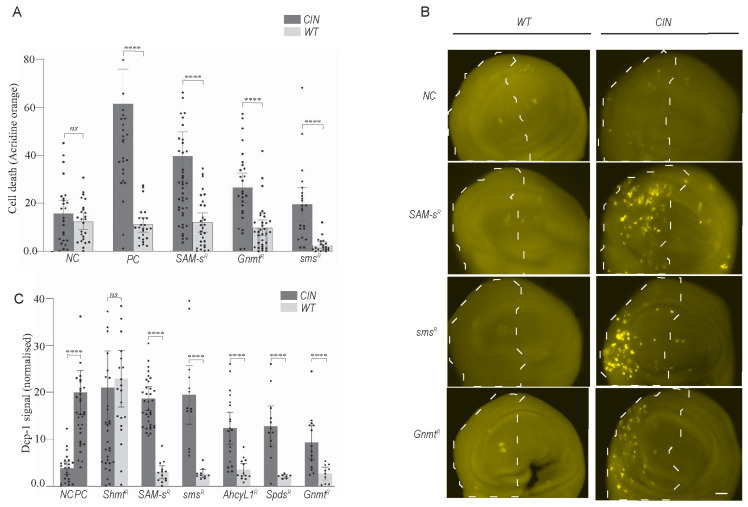
Depletion of one-carbon and polyamine metabolic genes causes CIN cell death but not in normally proliferating cells. (**A**) A quantitative investigation of acridine orange (AO) staining in third instar larvae wing discs with one-carbon metabolic and polyamine pathway genes knocked down with and without CIN. For each wing disc, the y axis depicts the normalised AO signals produced by subtracting the mean value of the control region from the affected region. The error bars show 95% confidence intervals (CIs). (**B**) DCP-1 staining in one-carbon and polyamine candidate RNAi imaginal wing discs with and without CIN. Dashed regions show cells depleted for the candidate gene (and Mad2 in right panels). Original objective magnification, 20×; scale bar = 20 μm. (**C**) The normalised DCP-1 signals for each wing disc are shown on the y axis and are obtained by subtracting the mean value of the control region from the affected region. Shaded bars show one-carbon and polyamine candidate knockdowns in CIN cells, and white bars show the candidate knockdowns in wild type cells. In all graphs, the error bars show 95 percent confidence intervals (CIs). Two-tailed *t*-tests with Welch’s correction were used to generate *p*-values: **** *p <* 0.0001. *NC*: Negative control; *PC*: positive control; *SAM-s*: S-adenosyl methionine synthase; *Gnm*t: Glycine n-methyl transferase; *Sms*: Spermine synthase; *Spds*: spermidine synthase; *Shmt*: Serine hydroxymethyl transferase; *Ahcy*: Adenosyl-homocysteinase.

**Figure 3:**
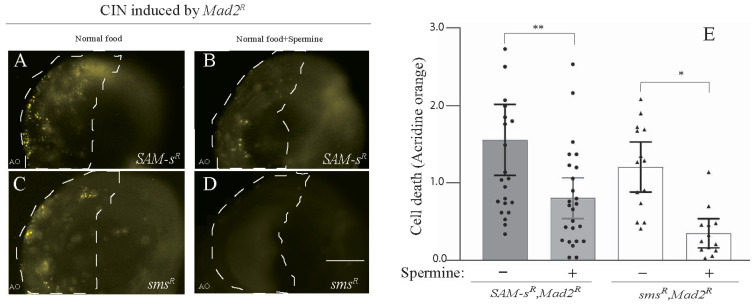
The CIN cell death phenotype caused by the depletion of *SAM-s* and *sms* was rescued by feeding polyamines. The depletion of *SAM-s* (**A**,**B**) and *sms* (**C**,**D**) in CIN cells (induced by *mad*2 RNAi) showed high AO staining, which was rescued by supplementing the larval diet with spermine (0.1 mM). (**E**) *SAM*-S knockdowns in CIN cells are represented by shaded bars with and without spermine, whereas the white bars show *sms* knockdown in CIN cells with and without spermine feeding. In all cases, n ≥ 13, and the error bars represent 95% Cis. The *p*-values were calculated by a multiple comparison test: ** *p* < 0.0053, * *p* < 0.0245. The scale bar is 50 μm, and the original magnification is 20×. Spermine − represents normal food; spermine + represents normal food + 0.1 mM spermine.

**Figure 4:**
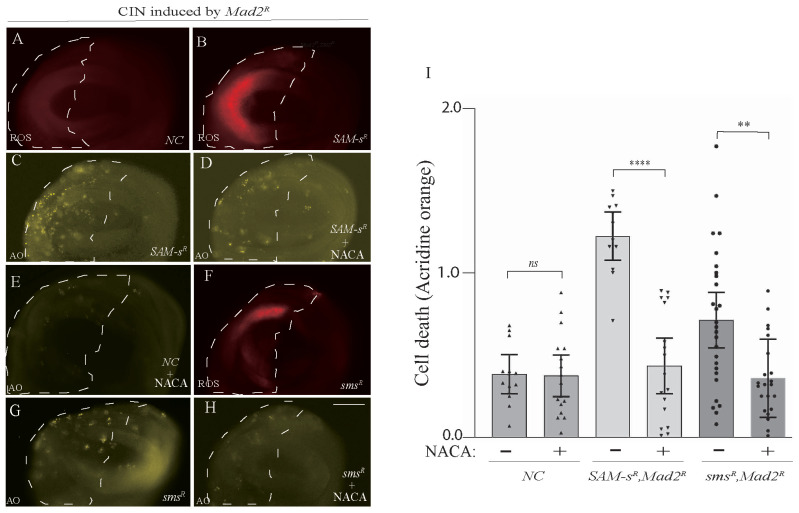
CIN cells were sensitive to polyamine levels because of their effect on the production of reactive oxygen species. ROS levels (DHE staining) were elevated in *Sam-s*-depleted CIN cells (**B**) compared to control CIN cells (**A**). Cell death (acridine orange staining) was decreased by feeding *SAM-s*-depleted CIN cells with the antioxidant N-acetyl Cysteinamide (NACA; compare (**C**) with (**D**) and negative control (**E**)). ROS levels are also elevated in *sms*-depleted CIN cells (**F**). NACA feeding is also able to rescue the cell death seen in *sms*-depleted CIN cells (compare (**G**) and (**H**)). Quantification of CIN cell death with and without NACA feeding in *SAM-s*- and *sms*-depleted cells is shown in (**I**). The indicated genes were knocked down in the posterior half of each wing disc as indicated by the dotted line, while the rest of each disc was wild type. The *p*-values were calculated by multiple comparison tests: **** *p* < 0.0001, ** *p* < 0.0020. The scale bar is 50 μm, ns = not significant, and the original magnification is 20×. The different shading of bars indicates different genotypes *(wild type, SAM-s,* and *sms)* with or without NACA drug feeding. In all cases, *n* > 12, and error bars indicate 95% confidence intervals.

**Figure 5:**
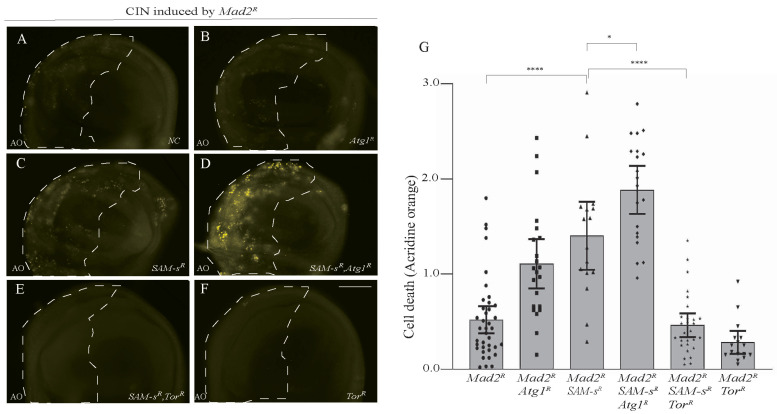
Blocking of autophagy by *Atg1* knockdown increased cell death in *SAM-s*-depleted CIN cells (**A**–**D**). Depletion of *SAM-s* with *Atg1* in CIN cells (induced by *Mad*2 RNAi) showed high AO staining (**D**) compared to only *SAM-s* knockdown (**C**), only *Atg*1 knockdown (**B**), or control CIN cells (**A**). Knockdown of *mTor* in *SAM-s*-depleted CIN cells rescued the cell death phenotype (**E**) to a level resembling the negative control of *mTor* alone (**F**). Quantification and statistical comparison of AO signals is shown in (**G**). In all cases, n ≥ 16, and the error bars represent 95% CIs. The *p*-values were calculated by multiple comparison test: **** *p* < 0.0001, * *p* < 0.0418. The scale bar is 50 μm and the original magnification is 20×.

## Data Availability

The authors may be contacted for more details concerning data supporting the reported results. The data used to support the findings of this study are included within the article.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo13050642/s1. Figure S1: Cell death in one-carbon-metabolism-depleted discs with or without CIN. Figure S2: Rescue of *Sam-s*^RNAi^ cell death in CIN cells by feeding with spermidine. Table S1: RNASeq data.

How the deposited data were processed for this re-analysis (not part of the article)

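RNA of larval tissue of the third instar, in pools of about 15 animals, was measured in 5 CIN libraries (mad2 EY allele over a deficiency) and 6 non-CIN libraries (the same allele over TM6, a balancer, in the labels, and over + in the paper's methods). Genotypes were read from the sample labels, libraries were matched by name, and the replicate numbers of the labels were kept. The names with Cat do not spell out these genotypes, since they leave out the deficiency in CIN and mad2 in non-CIN. The authors made the gene counts by trimming adapters, discarding short reads, mapping to genome BDGP6 in CLC Genomics Workbench 20 and assigning reads with several hits, with paired reads counted as 1; these are raw counts with no scaling. The authors made the RPKM values of genes and transcripts in the same software from these assignments, scaled to feature length and library depth. The signed fold changes of the authors' comparison, a score that is negative where CIN is lower, and the FDR p-values beside them come as deposited from the differential expression test of that software, and the text does not name its normalization. The whole tables hold text in some cells of the FDR p-value column, so these p-values were read from the authors' sets of features past 0.05. Reading the tables as laid out was checked by group means, which match the authors' for 13926 genes, and by log2 fold changes, whose correlation with the authors' is 0.99998.

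Genes were tested on the counts with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10, TMM, glmQLFit and glmQLFTest, genotype as the only term), and p-values were adjusted by Benjamini-Hochberg over 12140 genes, with a threshold of 0.05. This test and the alternatives were fixed before the data were examined, apart from those given below. Limma 3.58.1, DESeq2 1.42.0 (independent filtering off) and data.table 1.17.8 were used for the alternatives, lists and tables, and matplotlib 3.10.9 for the figures. The test planned for transcripts was edgeR on counts, but the transcript table holds no counts for CIN 1 and CIN 2, so limma with a trend was run on log2(RPKM + 0.5) for transcripts with a mean of at least 0.5 RPKM. As alternatives, counts of those libraries were recovered from RPKM, length and a scale for each library. The scale was a median fitted to the 374 counts that the authors give, which the recovered counts match within 0.5 for all of them. The match is thus not an independent check. Other pseudocounts and filters, RPKM divided by TMM factors, DESeq2 and a stricter filter were tried as well.

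For genes the alternatives were DESeq2, upper-quartile factors, no count filter, at least 10 counts in every library, limma-voom with quality weights, the library name set as a term or alone, the replicate number as a block, a fold change of at least 1.5, and each library left out in turn. A count of unique gene hits was planned too and not run, since the analysis used total counts alone. The testis list score as a covariate was added after the data were seen. For each library it is the median over the testis germline list of the log2 CPM minus the gene's mean over all libraries, and it was added to the model without change. Groups of single values were compared by exact permutation over the 462 ways to split 11 libraries, in both directions. Splits of the 11 libraries into 5 and 6 were drawn 100 times with a fixed seed and tested in the same way.

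The 34 gene lists were fixed before the tables of values were examined, but after the top 537 genes of the authors' Table S1, those most raised in CIN, had been seen, so lists of raised genes are not blind to the data. They are methionine cycle, methionine salvage, polyamine synthesis, polyamine oxidases, folate cycle and glycine cleavage, transsulfuration and glutathione synthesis, antioxidant enzymes, glutathione S-transferases, autophagy, heat shock and cytosolic chaperones, ER stress, Turandot stress genes, antimicrobial peptides, apoptosis and damage response, DNA repair, spindle checkpoint, glycolysis, mitochondrial genome, ribosomal proteins, proteasome, replication-dependent histones, hemocyte markers, crystal cell and lamellocyte markers, salivary gland glue, ecdysone response, fat body larval storage, cuticle proteins, testis germline, germline markers, muscle, neurons, imaginal discs and midgut digestion, and male dosage compensation RNAs, which are not analysed here. Each list was tested by counts adjusted over all genes and over the list alone, by camera with a preset correlation of 0.01 and by camera with an estimated correlation, with adjustment over lists. Genes named in the text were chosen by a rule: those the paper names for these pathways, in each list the 4 with the smallest adjusted p, and in each direction the 10 with the largest change among genes with at least 50 counts on average in the higher group and no overlap of the genotypes. Members of lists whose call is lost without a library were also named. Gene Ontology terms were taken as written in the gene table. Their text for 367 genes could not be read and was not used here.

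Each library holds 17138702 to 22568160 gene counts. What this depth and these group sizes can show was tested on simulated counts for 5 against 6 libraries with 200 changed genes: edgeR recovered 11 of 67 genes changed 1.5-fold, 46 of 67 changed 2-fold and 60 of 66 changed 4-fold, with 3 false calls among 120. DESeq2 recovered 29, 57 and 65 of these, with 28 false calls among 179, limma-voom made 3 false calls among 119, and limma on log2 values recovered 11, 47 and 60, with 4 false calls among 122. In this simulation a gene that changed 1.5-fold was missed by edgeR more often than found. The real fit called 1824 genes, and the adjustment is looser where more genes change, so these rates need not hold for it. Of its 711 higher genes 370 rose at least 1.5-fold, so smaller changes were called as well. A gene not past the test is not shown to be unchanged. The tables hold 64 further columns of values per library which were not used.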

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

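The tests of testis content on lower and on higher genes, of the largest falls on chromosome 3, of the Sam-S transcripts and of the splits for transcripts were chosen after seeing the data, while those of developmental stage, of chromosome 3 over all called genes and of the splits for genes were planned, and a planned test of the share of males on dosage compensation RNAs was not run, since these were not analysed here.

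Single libraries lay far from the others of their genotype by Dixon's criterion, 13 times in 116 groups tested, 9 of them in non-CIN 1, where chance gives about 1 in 20 groups. Gnmt was at 59.8 CPM in CIN 1 (others 86.3 to 91.9) and at 65.8 CPM in non-CIN 1 (others 22.0 to 37.5). In non-CIN 1 SamDC was at 30.9 CPM (others 20.6 to 22.4), the spermine synthase Sms at 45.2 CPM (others 25.3 to 28.3), and the polyamine oxidases CG6034 and CG10561 at 7.54 CPM (others 0.622 to 2.45) and 6.62 CPM (others 11.7 to 13.6). The list score, the median log2 CPM of a list relative to its genes' means, was 3.23 for antimicrobial peptides in non-CIN 1 (others -0.442 to 0.193), -0.347 for ribosomal proteins (others 0.001 to 0.192), -0.468 for histones (others -0.001 to 0.084) and 0.440 for neurons (others -0.410 to -0.102). The score of the folate cycle and glycine cleavage was -0.377 in CIN 1 (others 0.185 to 0.388), that of the Turandot stress genes 3.58 in CIN 4 (others 0.738 to 1.29), and that of the cuticle proteins -0.880 in non-CIN 2 (others -0.222 to 0.134). A signal lay in genes that the paper does not discuss: the median log2 fold change of the crystal cell and lamellocyte markers was 2.00 over 7 genes. This list was fixed after the genes that the authors list as most raised had been seen, so it is not independent evidence.

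Most genes lower in CIN moved with the testis germline score. The real split of the libraries called 1824 genes, and 1 of 100 splits, the real one, called as many (highest other 73). It called 1879 transcripts, again as 1 of 100 (highest other 7). The calls thus follow the genotype labels. These splits cannot exclude a chance imbalance of testis content, sex or stage between the pools, since it would follow the labels too. For transcripts they used RPKM with no scaling for the makeup of the libraries. The TMM factors were 0.852 to 0.959 in CIN and 0.985 to 1.17 in non-CIN, so a shift from the makeup follows the labels as well (median log2 fold change of transcripts -0.17). With the score in the model the 1113 lower genes went from a median log2 fold change of -1.06 (median standard error 0.277) to -0.16 (0.230), a ratio of 0.155, and the calls ended because the changes shrank, so that less testis tissue or fewer males among the pooled larvae may account for them. The 711 higher genes went from 0.60 (0.134) to 0.43 (0.192), a ratio of 0.726 with the same sign for 100% of them. Their calls ended because the changes shrank somewhat and the errors grew. The score does not overlap between the genotypes (-1.15 to -0.07 in CIN, 0.09 to 0.86 in non-CIN). Neither ratio can therefore separate testis content from other effects of genotype. Unequal stage of the larvae cannot be told apart, since the largest median change among the glue, fat body storage and ecdysone lists, 0.593 for fat body storage, lies past the bound set in advance for no difference while none of the lists passed camera with an estimated correlation, and an effect of the genotype on testis growth, sex ratio or stage stays open, as untested.

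The largest falls lay on chromosome 3. Of 26 genes lower by 4-fold or more 22 (84.6%) lay there, against 44.0% of tested genes, a ratio of 1.92 (Fisher's exact test, p = 3.0e-05), and of 28 genes higher by as much 13 (46.4%, p = 0.850). Over all called genes the share was 48.8%, an excess (Fisher's exact test, p = 7.5e-06) at a ratio of 1.11. This argues against changes local to that chromosome as the source of most calls of the main fit. It does not bear on effects of that chromosome on genes elsewhere, which cannot be told apart from genotype. Of the fewer calls of other fits 63.7% lay there with the replicate block and 100% of 5 within the libraries without Cat. With the testis score 85.2% did, the 13 lower genes all among them. Chromosomes of different origin in the genotypes are a candidate explanation for the largest falls, such as Unc-115b, p24-2, CG4757 and Tektin-C, since CIN animals carry a deficiency chromosome and non-CIN animals, by the labels, the balancer TM6 (the paper's methods give +). The loss of mad2 itself as their cause stays open, as untested.

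Sam-S_8 was listed at 0 in all non-CIN libraries while Sam-S_7 was lower in CIN. Reads may have been assigned to either of these near-identical transcripts: their sum was 7.34 ± 1.92 RPKM (SD, n = 5) in CIN and 7.91 ± 1.45 RPKM (SD, n = 6) in non-CIN, a difference of -0.564 RPKM (exact permutation test, p = 0.563). That sum is what such assignment needs, yet the transcripts grouped by exon differed as well (29.8 against 16.1 RPKM with the first exon), so for the single pair assignment cannot be told apart from a switch of exons. A biological change in splicing in CIN animals stays open and was not tested on reads.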

How the results depend on the processing

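The testis score as a covariate, and for transcripts all alternatives except the label set, the block and each library left out, were chosen after seeing the data. The log2 fold changes of Sam-S, Gnmt, CG10623, SamDC and CG10621 were above 0, and that of mad2 below 0, in every fit run. Of 156 named genes 131 kept both their sign and their side of the threshold under DESeq2 (22 passed newly and none was lost; the other 3 changed sign without passing or had no adjusted p), 135 with upper-quartile factors, 156 without a count filter, 125 with limma-voom, 132 with the label set, 62 in the libraries without Cat in the name and 124 of 155 in those with it. Fewer libraries and counts limit the fits of subsets, and depth limits genes near the filter. For the losses and moves below, apart from fits of fewer libraries, the cause was not tested. Unique gene counts in place of total counts were not run.

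The main counts are 1824 genes (711 higher, 1113 lower), 120 calls in the gene lists, 5 higher methyltransferases, 5 enriched terms and 48.8% of called genes on chromosome 3. DESeq2 gave 2766 genes (1092 higher, 1674 lower), 182 in lists, 8 methyltransferases and 10 terms, and limma-voom with quality weights 3405 (1707 and 1698), 227, 17 and 11, with CG10621 at 0.50 (adjusted p = 0.0171, 0.0171 to 0.401 over the alternatives set in advance). Upper-quartile factors gave 436 higher against 1334 lower genes (24.6% higher in place of 39.0%, with the median of all genes at -0.06 in place of 0.05, a shift over 0.1), 3 terms and SamDC at 0.38 (adjusted p = 0.0651). Without a count filter there were 10 terms, and with at least 10 counts in every library SamDC was at 0.45 (adjusted p = 0.0553) and 1 gene passed the test of genotype by name set in place of 0. The label set as a term gave 2756 genes (1284 higher), 10 methyltransferases and 9 terms. Libraries without Cat in the name gave 5 genes (0 higher, 5 lower; 2239 at an unadjusted p under 0.05 by edgeR), 0 in lists, 0 methyltransferases, 0 terms and 100% of calls on chromosome 3, with mad2 at -1.39, Sam-S at 0.59, Gnmt at 0.99, CG10623 at 0.39 and SamDC at 0.61, none past the test (adjusted p of 0.266 to 0.297), and Drs reversed to -0.18. Libraries with Cat gave 773 genes (208 lower) and 8 terms. The testis score gave 27 genes (14 higher, 13 lower), 7 in lists, 0 methyltransferases (edgeR) and 85.2% of calls on chromosome 3, with Sam-S at 0.46, Gnmt at 0.83, CG10623 at 0.43 and SamDC at 0.25 (adjusted p = 0.479, 0.761, 0.203 and 0.999), and Atg8b and RpL10Aa reversed to 0.048 and 0.042. A fold change of at least 1.5 left 370 higher genes, terms of 5 to 500 genes gave 9 and camera 15 enriched terms, and the 500 most variable genes put 10 in place of 7 libraries with their genotype (Pearson distance 7).

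For transcripts, 1879 (209 higher, 1670 lower) became 3052 (331 and 2721) with the label set, 926 (340 and 586) after division by TMM factors, 13 (3 and 10) with the testis score, 240 (78 lower) by edgeR on recovered counts, 409 (171 lower) with at least 10 counts in every library, 229 (51 lower) on the 9 libraries with counts, and 777 higher by DESeq2 on recovered counts. After division by TMM factors the Sam-S transcripts with the first exon were 118% higher in place of 84.6%, and those with the second 18.5% higher (adjusted p = 0.0334) in place of -0.214% (adjusted p = 0.959).

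Replicate numbers do not pair the libraries: correlations of the deviations of libraries with the same number were 0.44, -0.41, 0.12, 0.22 and -0.26, and 1 of 5 CIN and 1 of 5 non-CIN libraries correlated best with its own number. The paper and the labels state no pairing either, and CIN 3 has Cat in its name while non-CIN 3 does not. The block therefore has no stated basis in the design. With the replicate number as a block there were 124 genes (94 higher, 30 lower), 21 calls in lists, 0 methyltransferases, 2 terms, 63.7% of calls on chromosome 3 and 31 transcripts (11 and 20), with Sam-S at 0.64, Gnmt at 1.51, CG10623 at 0.44 and SamDC at 0.46 (adjusted p = 0.0709, 0.0869, 0.0576 and 0.0995).

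With each library left out in turn there were 359 (without non-CIN 5) to 2640 genes (without non-CIN 1), 235 to 1124 higher and 124 to 1516 lower, 42 to 160 calls in lists, 3 to 8 methyltransferases, 2 to 8 terms, 47.0% to 56.8% of called genes on chromosome 3, and 165 to 2681 transcripts (50 to 319 higher, 112 to 2362 lower). Log2 fold changes ran from -1.37 to -1.28 for mad2, 0.55 to 0.67 for Sam-S (adjusted p of at most 0.0274), 1.22 to 1.63 for Gnmt (at most 0.0491), 0.41 to 0.47 for CG10623 (at most 0.0125), 0.31 to 0.55 for CG10621 (0.0367 to 0.293) and 0.37 to 0.57 for SamDC (0.0141 to 0.130). The test of genotype by name set gave 0 to 1956 genes, 1956 without non-CIN 1 and 1 without CIN 4 or CIN 5.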

Differences from the paper's values

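The paper gives an FDR p under 0.0001 for Sam-S, and the value here is 0.0062 (edgeR). Of 20 alternatives fixed before the data were examined, DESeq2 falls under the paper's bound (1.2e-06), and upper-quartile factors, no filter, a stricter filter, limma-voom, the library name set as a term, either name set alone, the replicate block and each library left out do not. The authors' deposited table of genes lists 0.0017 for this gene, and the authors' deposited table of transcripts lists 2.1e-07 for Sam-S_8.

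For Gnmt the paper gives an FDR p under 0.01, and the value here is 0.0173. DESeq2 (1.6e-04), limma-voom (3.1e-05) and the fit without non-CIN 1 (4.1e-04) fall under this bound, the libraries with Cat in the name (0.0111) and the fit without CIN 1 (0.0138) lie above it by less than 1.5 times, and upper-quartile factors, no filter, a stricter filter, the name set as a term, the libraries without Cat, the replicate block and the fits without each of the other 9 libraries lie further above it. The authors' deposited table lists 4.6e-06 for the gene and 0.0045 for its transcript Gnmt_1.

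For Met-s the paper gives an FDR p under 0.02. The authors' deposited table lists 0.0194 for CG10623, which lies under this bound, and CG10621 is not among its genes past 0.05. Read as CG10623 the value here is 0.0032, under the bound too. Read as CG10621 it is 0.105, which limma-voom alone brings under the paper's bound (0.0171) and the other 19 alternatives do not, though the fit without non-CIN 1 also passes the threshold (0.0367).

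The paper gives about 40 M sequences per sample, and the counts assigned to genes have a median of 19.3 M in CIN. The scales differ, since a pair of reads counts as 1 and reads outside genes are not counted, so no alternative bears on it.

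The paper names methionine metabolic process as its top term, found with modEnrichr and the GeneRIF library on genes changed in CIN. The terms here are those of the gene table, tested on higher genes by Fisher's exact test, so gene set and annotation are unlike the paper's. Genes of narrower terms were not added to broader ones, and that term holds a single gene here and could not be tested. By Fisher's exact test methionine biosynthetic process ranks 35 of 2207 terms (adjusted p = 0.502), and oxidation-reduction process ranks at the top (adjusted p = 2.3e-07). On genes changed in either direction methionine biosynthetic process had an unadjusted p = 0.0543. In the paper's scheme of the pathway Eip55E is drawn without the arrow and bold type that mark altered genes. Here it is higher, with a log2 fold change of 0.86 (adjusted p = 0.0103), and the authors' deposited table lists it at 1.82-fold higher with an FDR p of 7.9e-05. The paper states that Gnmt alone is raised among the methyltransferase genes. Here 5 of 123 passed as higher, Gnmt among them, with CG10623, CG6415, CG11474 and trx, where 711 of all 12140 tested genes did. The 123 were taken by the text of their annotation and hold folate enzymes such as CG6415 and Shmt. The paper does not list its genes, so set and test may be unlike. The paper's heat map separates the genotypes on genes chosen by the comparison. On all tested genes 7 of 11 libraries lay with their genotype, and on the 500 most variable genes 10 of 11.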

Other observations

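The tests of paralogs, of tra, of Y-linked genes and of testis content were chosen after seeing the data, and the neighbourhood of mad2 and the comparison of name sets were planned, as were the lists, though after most of the genes that the authors list as raised had been seen.

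In energy metabolism and protein turnover some genes were higher while testis paralogs of the same families were lower. Of 16 glycolysis genes 6 were higher in CIN (Ldh, GlyP, Pglym78, Pgm, Gapdh2 and Pgi; 11 when adjusted over the list alone), and of 32 proteasome genes 6 (8 when adjusted over the list alone), such as Prosalpha3, at 252 ± 13.7 CPM (SD, n = 5) against 193 ± 14.2 CPM (SD, n = 6), a log2 fold change of 0.39 (adjusted p = 0.0159 from edgeR). The paralog Prosalpha3T was lower, at -1.36 (adjusted p = 0.0257), as were Hex-t1 at -1.24 and Hex-t2 at -1.18 (adjusted p = 0.0339 and 0.0279), while the hexokinases Hex-A and Hex-C were at 0.31 and -0.03 (adjusted p = 0.522 and 0.954), and of the genes annotated to glycolytic process 3 were higher and 9 lower, the lower ones all outside the list. The term itself was enriched among lower genes (9 of 23, 1.93 expected, adjusted p = 0.0253), beside cilium movement (10 of 20, adjusted p = 0.0029), cilium assembly (15 of 46, adjusted p = 0.0029), sperm axoneme assembly, spermatogenesis and protein polyglycylation. Genes of the mitochondrial genome were higher in 3 of 10 cases (7 when adjusted over the list alone), with mt:ND4, a subunit of the NADH dehydrogenase, at 0.84 (adjusted p = 0.0066). Camera gave these lists an adjusted p = 2.4e-05, 7.3e-05 and 1.8e-04, and with an estimated correlation an adjusted p = 0.325, 0.588 and 0.325. The glycolysis count was 0 without CIN 2, non-CIN 3, 4 or 5, 1 without CIN 3, CIN 5 or non-CIN 2, 3 without CIN 4 and 10 without non-CIN 6. The proteasome count was 10 without CIN 1, 3 without CIN 2 or non-CIN 2 and 2 without CIN 5, non-CIN 3 or non-CIN 5, and the mitochondrial count was 1 without CIN 2, CIN 5, non-CIN 2, 4 or 5 and 9 without non-CIN 1. With the testis score in the model no gene of these lists passed (edgeR), and within the libraries with Cat in the name 1, 13 and 7 were higher.

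Stress and defence genes moved unevenly. All 3 Turandot genes were higher (3 when adjusted over the list alone, 2 with the testis score), TotA at 2.04 (standard error 0.24, adjusted p = 7.6e-04), with camera at an adjusted p = 8.4e-06, or an adjusted p = 0.149 with an estimated correlation. The count was 2 without non-CIN 2, 3, 4 or 5, where TotB was not past the test. Of 16 antimicrobial peptides 1 was higher, Drs, and 2 lower, AttA and Def (1 and 5 when adjusted over the list alone), and both counts were 0 without CIN 3, CIN 5, non-CIN 3 or non-CIN 5, either of them without CIN 1, CIN 2, CIN 4, non-CIN 2, non-CIN 4 or non-CIN 6, and they were 2 and 3 without non-CIN 1, with camera at an adjusted p = 0.0521. Of 17 heat shock genes Hsp70Bc was lower (adjusted p = 0.0285), which ended without CIN 2, non-CIN 2 or non-CIN 4 (3 genes were lower without CIN 5 and 2 without non-CIN 1), while camera gave the list an adjusted p = 0.0196, lower, and an adjusted p = 0.588 with an estimated correlation. Of 12 ER stress genes none passed. In DNA repair mus308, a polymerase of end joining, was lower among 16 genes, at -0.95 (standard error 0.070, adjusted p = 2.5e-05), and kept this with the testis score (-0.90, adjusted p = 0.0065). It is thus 1 of the 13 lower genes of that fit, which all lie on chromosome 3, where the genotypes may carry chromosomes of different origin. In the spindle checkpoint list mad2 alone of 10 genes was lower. Of 20 genes of apoptosis and damage response Irbp18 alone was higher (0 when adjusted over the list alone; adjusted p = 0.0386), a call that ended without CIN 2, 4 or 5 or non-CIN 2, 3, 5 or 6 (3 higher without non-CIN 1, 2 without CIN 1 or CIN 3), with camera at an adjusted p = 0.0352, or 0.588 with an estimated correlation. Of 86 ribosomal protein genes RpL10Aa alone was lower and of 46 histone genes His1:CG33861 alone was higher (0 when adjusted over either list alone). RpL10Aa kept its call only without CIN 3, CIN 4 or non-CIN 1, and the histone count was 0 without CIN 2, CIN 5 or non-CIN 2 to 5. Of 6 glue genes none passed, and of 21 ecdysone response genes Eip71CD alone was higher, at 1.56 (adjusted p = 2.0e-04), with 3 genes higher without non-CIN 1. Of 71 cuticle proteins 12 were higher and 3 lower (14 and 3 when adjusted over the list alone), with Cpr65Av at 2.31 (adjusted p = 0.0078) and Cpr76Bc at -3.41 (adjusted p = 0.0065), and of 34 midgut digestion genes 5 and 3 (10 and 4 when adjusted over the list alone), with the maltases Mal-B1 and Mal-B2 at 1.11 and 0.91 and the lysozyme LysX at -1.36. Camera gave the cuticle list an adjusted p = 0.0065, or 0.588 with an estimated correlation, and the midgut list an adjusted p = 0.234. Without CIN 2, 3, 4 or 5 or non-CIN 2, 3, 4 or 5 there were 4 to 7 higher cuticle genes, and without CIN 2, CIN 5, non-CIN 3 or non-CIN 5 there was 1 lower, and the higher midgut genes numbered 9 without CIN 1, 3 without CIN 5 or non-CIN 2 and 2 without non-CIN 5, and the lower ones 1 without CIN 5, non-CIN 3 or non-CIN 5 and 5 without non-CIN 1.

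Of the 115 tested genes within 500 kb of mad2, 8 were higher and 11 lower, with a median log2 fold change of 0.07. Its nearest neighbours S6k, kri and vn were at 0.00, -0.31 and 0.24 (adjusted p = 0.997, 0.167 and 0.413), while CG42272 (-1.48, adjusted p = 8.4e-04), Tektin-C (-3.39, adjusted p = 7.4e-07), Cralbp (-1.60, adjusted p = 0.0054) and PGRP-LD (-0.78, adjusted p = 0.0216), which lie 6.39 to 27.5 kb from mad2 on the side of lower coordinates, were lower, and the extent of the deficiency was not checked. Of 17 Y-linked genes 15 had a negative log2 fold change and 2 were lower, Pp1-Y2 at -1.04 and CG45764 at -1.14 (adjusted p = 0.0259 and 0.0217 from edgeR). The female-specific transcript took 44.2% ± 10.7 (SD, n = 5) of the RPKM of tra, a gene of sex determination, in CIN and 34.5% ± 10.5 (SD, n = 6) in non-CIN (exact permutation test, p = 0.158), which neither shows nor excludes a difference in sex ratio. Between the library name sets 1766 genes differed, 721 of them higher with Cat, and in 0 genes did the genotype effect differ between the sets (edgeR, 1239 at an unadjusted p under 0.05), with the antifungal peptide Drs nearest (2.63, adjusted p = 0.0540). This count was 1956 without non-CIN 1, 1 without CIN 4 or CIN 5 and 1 with at least 10 counts in every library. The authors' gene table lists 2057 genes past an FDR p of 0.05, 571 higher and 1486 lower. Of these 2005 were tested here and 1471 passed in the same direction, while 353 genes passed here and not there. Of the authors' 374 transcripts 308 were tested here and 243 passed in the same direction. Of 88 named genes past the test 52 kept it with each library left out in turn and 36 lost it without at least 1 library.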
